# The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation

**DOI:** 10.1186/s13578-025-01394-x

**Published:** 2025-04-26

**Authors:** Fernando Gutiérrez del Burgo, María Ángeles García-López, Tirso Pons, Enrique Vázquez de Luis, Carlos Martínez-A, Ricardo Villares

## Abstract

The development of hematopoietic cell lineages is a highly complex process governed by a delicate interplay of various transcription factors. The expression of these factors is influenced, in part, by epigenetic signatures that define each stage of cell differentiation. In particular, the formation of B lymphocytes depends on the sequential silencing of stemness genes and the balanced expression of interdependent transcription factors, along with DNA rearrangement. We have investigated the impact of Dido3 deficiency, a protein involved in chromatin status readout, on B cell differentiation within the hematopoietic compartment of mice. Our findings revealed significant impairments in the successive stages of B cell development. The absence of Dido3 resulted in remarkable alterations in the expression of essential transcription factors and differentiation markers, which are crucial for orchestrating the differentiation process. Additionally, the somatic recombination process, responsible for generation of antigen receptor diversity, was also adversely affected. These observations highlight the vital role of epigenetic regulation, particularly the involvement of Dido3, in ensuring proper B cell differentiation. This study reveals new mechanisms underlying disruptive alterations, deepening our understanding of hematopoiesis and may potentially lead to insights that aid in the development of therapeutic interventions for disorders involving aberrant B cell development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-025-01394-x.

## Introduction

B cells originate from hematopoietic stem cells (HSC) through a highly regulated process that involves the activation or silencing of key transcription factors and concurrent DNA recombination events. HSC can differentiate into multipotent progenitors (MPP) which transition through various lymphoid progenitor cell stages, including lymphoid primed multi-potential progenitor (LMPP), common lymphoid progenitor (CLP), prepro-B, pro-B, pre-B, and immature B cells [25].

During the CLP stage, somatic rearrangements occur between the diversity (DH) and joining (JH) gene segments of the heavy chain (HC) locus, marking the initiation of B cell lineage commitment [2]. CLPs have the potential to differentiate into multiple cell types, such as B lymphocytes, T lymphocytes, NK cells, and dendritic cells [29, 33]. In mice, the upregulation of B220 expression in a CLP subpopulation facilitates their differentiation into prepro-B cells. Prepro-B cells, characterized by the expression of the tyrosine kinase AA4.1 (CD93), are committed to B cell differentiation [44]. The transition to the early pro-B state is marked by CD19 expression and the completion of DH-JH rearrangement [38]. IL7R signaling contributes to the survival and transient proliferation of early pro-B cells, as well as the sequential reorganization of immunoglobulin (Ig) genes [8]. The productive rearrangement of VH heavy chain variable segments with DJH (VH-DJH) in the late pro-B stage is crucial for forming a functional pre-B cell receptor (pre-BCR), which is essential for further survival and differentiation [32].

Epigenetic mechanisms, including post-translational histone modifications, play a crucial role in controlling chromatin structure, DNA accessibility, and gene expression in a cell type-specific manner. Proteins that specifically recognize and interpret these modifications are involved in development, differentiation, and tumorigenesis [7].

*Dido1* is a highly conserved gene found in various organisms. Its shortest encoded protein isoform, DIDO1, contains nuclear localization and export signals (NLS, NES), as well as a plant Zn-finger homeodomain (PHD). DIDO1 interacts with chromatin primarily through di/trimethylated lysine of histone H3 (H3K4me2/3) and functions as a chromatin reader [49]. Although the exact protein complexes associated with DIDO1 remain unknown, all three natural isoforms contain both the PHD and NLS domains. DIDO2, the least abundant isoform, includes a transcription elongation factor S-II central domain (TFIIS2M) required for the nucleolytic activity of RNA polymerase II, as well as a *Spen* paralog and ortholog C-terminal (SPOC) domain, which acts as a reader of RNA polymerase C-terminal domain (CTD) [4], with transcriptional corepressor activity. DIDO3, the main isoform, encompasses all the domains present in DIDO2, along with a coiled-coil (CC) region that likely has a structural role. Additionally, DIDO3 contains low complexity regions rich in proline, alanine, and arginine residues.

Attempts to delete *Dido1* have resulted in cell lethality. N-terminal truncation leads to the expression of a shorter protein driven by an internal promoter, which is associated with aneuploidy, centrosome amplification, and centromere-localized breaks [22]. Mice with the *Dido1*ΔNT mutation exhibit myeloid neoplasms, and alterations in DIDO1 are linked to myelodysplastic syndrome in humans [43]. Deletion of the 3' terminal exon (ΔE16) of *Dido1* results in a truncated form of Dido3, leading to embryonic lethality by gestation day 8.5 [14]. Embryonic stem cells derived from these embryos lacking the C-terminal of Dido3 fail to differentiate properly but retain their self-renewal capacity [16, 18]

Given the embryonic lethality associated with *Dido1*ΔE16 deletion, we investigated the impact of Dido3 deficiency on the hematopoietic lineage using mice that carry a floxed 3'-terminal exon 16 (flE16) of *Dido1* [36] and a Cre recombinase gene under the control of the *Vav1* promoter. In these mice, the B cell population showed significant reductions, suggesting that Dido3 plays a crucial role in chromatin remodeling necessary for B cell differentiation, thereby influencing developmental cell plasticity and lineage fate decisions.

## Materials and methods

### Mice

A mouse strain bearing an 3'-terminal exon 16 (E16) flanked by *loxP* sites was generated as described elsewhere [18, 36] and interbred with Cre^SOX2^ mice, producing mice heterozygous for the E16 deletion (Supplementary Fig. 1A). Mice carrying one functional and one mutated allele, and transgenic for Vav1-cre, were crossed with mice homozygous for both the floxed allele of *Dido1* and to obtain experimental and control littermates.

Hematopoietic populations were isolated from the offspring. All experiments were carried out with animals between 6 and 10 weeks of age, sex- and age-matched in each case.

### Flow cytometry and cell sorting

Bone marrow cells from each sample were diluted in a solution of 0.5% PBS-BSA, 0.065% NaN_3_. To avoid nonspecific antibody binding, samples were blocked with Fc-Block (CD16/32; BD Pharmingen). Antibodies used were from eBioscience (B220-eF450, CD3-biotin, CD5-percpCy5.5, CD19-AlexaFluor700, CD93-APC, CD127 (IL7R)-PeCy7, Sca1APC), Beckman Coulter (B220-biotin, B220-PE, CD4-biotin, CD8-PE, CD8-biotin, cKit-APC, Gr1-biotin, Ly6C-biotin), BioLegend (CD4-PeCy7, CD11b-PeCy7), and BD Pharmingen (CD11b-biotin, CD21-APC, CD23-PE, CD43biotin, IgG1-PE, IgG3-PE, Ly6G-PE, Nk1.1-APC). Biotinylated antibodies were visualized with streptavidin-eF450 (eBioscience), streptavidin-PE (Southern Biotech) or streptavidin-PE-CF594 (eBioscience). Cell death was monitored using annexin V-APC (Immunostep) and DAPI. In *in vivo* assays, the cell cycle was analyzed by measuring BrdU incorporation into cell DNA 18 h after intraperitoneal injection of 200 mg BrdU (Invitrogen). Cells were labeled following the protocol for the BrdU Staining Kit for flow cytometry (Invitrogen). Analytical cytometric data was acquired using a Gallios cytometer (Beckman Coulter). Flow cytometry analyses were performed using FlowJo v10.6.0.

The same combination of antibodies used in flow cytometry was applied to mouse bone marrow cells to select the target population in staining buffer (PBS containing 10% FBS). These cells were then sorted using a BD FACSAria Fusion cytometer and the data were analyzed with BD FACSDiva version 8.0.1.

### In vitro differentiation of bone marrow cells

Bone marrow cells from control (WT) and *Dido1*∆E16 mice (lin^–^: CD3, CD11b, CD19, CD45R (B220), Ly6G/C (Gr1), TER119), were purified with the EasySep Mouse Hematopoietic Progenitor Cell Isolation kit (STEMCELL Technologies) according to the manufacturer's protocol. The isolated cells were grown in a semi-solid methyl cellulose matrix for the Mouse Hematopoietic CFU Assay in Methocult Media 3630 (STEMCELL Technologies), following the manufacturer's instructions. The medium was supplemented with IL7, which promotes growth of B lymphocyte progenitor cells as pre-B colony-forming units (CFU-pre-B).

### RT-qPCR

RNA was extracted from sorted bone marrow LSK cells (Lin (B220, Ly6G/C (Gr1), TER119, CD3, CD11c, CD11b, F480)^-^), Sca-1^+^, cKit^+^, IL-R7^-^ using the RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s instructions. The quality of the RNA was assessed by electropherogram (Agilent 2100 Bionalyzer). To synthesize cDNA, the SuperScriptIII First Strand Synthesis System for RT-PCR kit (Invitrogen) was employed, with up to 1 µg total RNA used as the template in a final reaction volume of 20 µl. qPCR reactions were performed in 384-well plates on an ABI PRISM 7900HT system (Applied Biosystems) using SYBR Green qPCR Master Mix (Applied Biosystems). Data acquisition and analysis were conducted using ABI SDS 2.0 software.

### RNA-seq

Pre-B (B220^+^, CD19^+^, IgM^-^) cells extracted from the bone marrow of WT and *Dido1*∆E16 mice were isolated by sorting. RNA was purified using the RNeasy Mini Plus Kit (Qiagen). Samples containing approximately 100 ng of RNA with an Integrity Number (RIN) ≥ 9 were processed for high-throughput sequencing at BGI Genomics (Hong Kong) using the HiSeq 2000 platform.

### ATAC-seq

LSK cells of WT and *Dido1*∆E16 mice were isolated by sorting and processed using the DNA Library Prep Kit (Illumina). The tagged DNA was purified with the DNA Clean Concentrator™5 Kit (Zymo Research). The samples were pre-amplified with the Nextera Index kit and the Nextera DNA Library Prep kit (both from Illumina), incorporating index sequences at the ends. DNA from the PCR reaction was purified using the DNA Clean Concentrator™5 Kit. To quantify the tagged DNA, the 1x dsDNA HS Assay kit (Qubit) was utilized. Samples were then enriched for DNA sizes between 200 and 600 bp (corresponding to 1–3 nucleosomes) using AMPure XP magnetic beads (Beckman-Coulter), following the manufacturer's guidelines. For sequencing the tagged DNA, a mixture of libraries was prepared with a balanced proportion of three samples each of WT and *Dido1*ΔE16 LSK cells, each containing approximately 100,000 pmol/l of tagged DNA fragments. High-throughput sequencing was performed by the CNIC Genomics Service on a HiSeq 2500 platform using a Hi-Seq-Rapid PE Flowcell 2x50 kit.

### ChIP-seq

LSK cells from bone marrow of WT and *Dido1*∆E16 mice were isolated by sorting. ChIP assays were performed using the True MicroChIP-seq Kit (DIAGENODE Cat# C01010132) according to the manufacturer’s protocol. Briefly, samples were fixed with 1% formaldehyde for 10 minutes. Chromatin was sheared using Bioruptor® Pico sonication device (DIAGENODE Cat# B01060010) in combination with the Bioruptor® Water cooler for 5 cycles, applying a 30 seconds [ON] 30 seconds [OFF] setting. The shearing efficiency of IP DNA was analyzed by PCR, and fragments of 300–500 bp were visualized on a 2% agarose gel.

Antibodies for histone marks (H3K4me3, True MicroChIP-seq Kit and H3K27me3, Abcam (ab195477)) were used. Equal amounts of 0.5 μg each of the rabbit IgG negative control and the H3K4me3 positive control antibody were added. For ChIP sequencing, libraries were prepared by the Genomics Unit of the Scientific Park Madrid and sequenced using NextSeq 2000 High Output Run Mode V4 (Illumina) as single-end 100-bp reads.

### Computational analysis

Raw fastq reads were aligned to the mouse reference genome (GRCm38/mm10 assembly, http://genome.ucsc.edu) using Bowtie2 (bowtie-bio.sourceforge.net/bowtie2) and Burrows-Wheeler aligner BWA-MEM 0.7.15 (github.com/lh3/bwa.git) with standard settings. The aligned reads were then converted to BAM files using Picard tools 2.9.0 (http://broadinstitute.github.io/picard). Duplicate reads were removed using Picard tools. BED files were imported into RStudio and annotated with the R/Bioconductor package ChIPseeker (github.com/YuLab-SMU/ChIPseeker) [54]. The promoter region was defined as − 1 kb to + 200 bp from the transcription start site (TSS). Additionally, we utilized the Bioconductor packages org.Mm.eg.db and TxDb.Mmusculus.UCSC.mm10.knownGene for peak annotations. Gene ontology (GO), pathway annotation, and enrichment analyses were conducted using GSEA (gsea-msigdb.org) with the Molecular Signatures Database (MSigDB) (go-basic.obo, downloaded Jan 15, 2020). The significance of overlap between data sets was assessed using the enrichPeakOverlap function in ChIPseeker, with the number of random permutations (nShuffle) set to 10,000. To evaluate read coverage distribution across the genome, bigWig files (10-bp genomic bins) were generated using bamCoverage/deepTools 2.3.1 [41] and normalized to account for differences. The aligned sequence reads, coverage, and ChIP-seq and ATAC-seq peaks were visualized using IGV (https://igv.org; [42]. Multi-omics analysis was performed with Metascape (metascape.org) [57].

*RNA-seq data analysis* Sequenced reads were processed in parallel using the Galaxy RNA-seq pipeline (http://usegalaxy.org) and a combined approach with BWA-MEM, StringTie (ccb.jhu.edu/software/stringtie/) and edgeR (bioconductor.org/packages/edgeR). This combined approach was previously applied to process RNA-seq data of *Dido1*∆E16 in embryonic stem cells (GEO: GSE152346). Differentially expressed genes (DEGs) were defined based on an absolute log2 (fold change) ≥0.6 and FDR <0.05, unless stated otherwise. A Venn diagram was created to identify co-expressed DEGs among samples using the webtool at http://bioinformatics.psb.ugent.be/webtools/Venn/, provided by Bioinformatics & Evolutionary Genomics (Gent, BE). The biological significance of DEGs was explored using STRING v.11.0 (string-db.org).

*ATAC-seq data analysis* The model-based analysis of ChIP-seq (MACS; github.com/taoliu/MACS/) (Yong [55]) version 2.1.2 and HOMER 4.11[24] were employed to identify accessible chromatin regions between WT and *Dido1*ΔE16 LSK cells. 

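The overlap was computed for each LSK library from the accessible regions that the authors called per library with both programs. A MACS2 peak counted as overlapping where it shared at least 1 bp with a HOMER peak of the same library. In WT replicates 1 and 2, 79.7% and 90.5% of the MACS2 peaks overlapped a HOMER peak. In Dido1∆E16 replicates 1 and 2 the shares were 85.5% and 79.9%. Counted from the other side, 85.5% and 72.0% of the HOMER peaks of the WT libraries overlapped a MACS2 peak, against 71.0% and 52.6% in the Dido1∆E16 libraries. The last value moved most. These shares describe single libraries, and no test was applied to them.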

The overlap between accessible regions identified by MACS and HOMER was found to be 80–90% (see Supplementary Table 4). To determine equivalent accessible regions in the replicas, we used the Intersect function of BedTools [40] along with the BED files produced by MACS. 

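Equivalent regions were found here by intersecting the MACS2 peaks of both replicates of a genotype, with at least 1 bp of overlap. This gave 26327 regions shared by the WT libraries and 9795 shared by the Dido1∆E16 libraries. Regions shared in both genotypes numbered 9195. No MACS2 peak of either Dido1∆E16 library overlapped 11500 of the WT regions, which is 43.7% of them, and no WT peak overlapped 114 of the Dido1∆E16 regions. The number of peaks entering the comparison moved the counts of regions without a peak in the other genotype most. When each library contributed the same number of best-scoring peaks, 13208 per library, 1311 WT regions lacked a Dido1∆E16 peak and 986 Dido1∆E16 regions lacked a WT peak.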

Sequences overlapping with ENCODE blacklist regions (mm10-blacklist.bed.gz) were excluded using BedTools before calculating accessible chromatin regions. Significant changes in chromatin accessibility between equivalent regions were assessed using DESeq2 and edgeR, defining significant changes as those with a fold change >2 and a false discovery rate (FDR) <0.05. Genes, promoters, UTRs, introns, and exons were assigned to the accessible regions using ChIPseeker.

*ChIP-seq data analysis* BAM files were processed with MACS (github.com/taoliu/MACS/) [55] version 3.0.0b3 for enrichment scoring and peak calling. Peaks were called using the callpeak function in MACS with an extension size of 147 bp. Differential binding between experimental conditions was analyzed using the bdgdiff function in MACS, with a gap distance of 73 bp and a minimum region length of 147 bp. Read count normalization was performed on alignment files to adjust for differences in sequencing depth, followed by background correction based on input using the bdgdiff function of MACS. Peaks overlapping with ENCODE blacklist regions (mm10-blacklist.bed.gz) were removed from downstream analyses using BedTools [40].

### Statistical analysis

Results are presented as mean ± standard error of the mean (SEM). Statistical significance was assessed by one-way analysis of variance (ANOVA) or the Student’s *t*-test, conducted with GraphPad Prism version 6 software. A p-value of <0.05 was considered statistically significant.

## Results

### Loss of the Dido3 protein results in anemia and severe peripheral lymphopenia

To investigate the *in vivo* the role of Dido3 in hematopoiesis, we deleted E16 of *Dido1* in murine HSC during early development. Mice homozygous for the floxed allele (*Dido1*flE16/flE16) were crossed with mice carrying one functional and one mutated allele of *Dido1* (*Dido1*∆E16, which lacks the C terminus of Dido3) along with the *Vav1:iCre* transgene, with an additional Cre-inducible *R26R*-*EYFP* allele. The resulting *Dido1*flE16/∆E16;R26R-EYFP;iCre^Vav1^ mice (hereafter referred to as *Dido1*∆E16) served as experimental subjects, while their *Dido1*flE16/+;R26R-;EYFP;iCre^Vav1^ littermates (hereafter referred to as WT) were used as controls, unless otherwise specified.

The ablation of *Dido1* E16 during early hematopoietic development was confirmed by qPCR on DNA samples from sorted bone marrow LSK cells, revealing a >99% reduction in *Dido1*∆E16 DNA content (Supplementary Fig. 1B). A corresponding reduction in Dido3 expression occurs at a later stage (prepro-B cells) as shown by RT-qPCR analysis, without affecting the expression of the rest of the locus (Supplementary Fig. 1C). Hematological analyses indicated a significant decrease in cellular components when comparing *Dido1*∆E16 mice to heterozygous littermate controls. Specifically, leukocyte numbers were reduced to 33% and erythrocyte numbers decreased to 92% of their respective values. Within the leukocyte fraction, the lymphocyte subpopulation was primarily responsible for the observed defect, showing a reduction to 27% (Supplementary Fig. 1D). Flow cytometry analysis of peripheral blood samples from WT and *Dido1*∆E16 mice for EYFP reporter expression revealed that >97% of circulating cells were EYFP-positive in both lymphoid and myeloid gates (Supplementary Fig. 1D, E).

As assessed by complete blood count and flow cytometry data, *Dido1*∆E16 mice exhibited markedly decreased counts of lymphocyte subsets, with the most significant reduction in B220 (95% decrease), followed by CD8 (75%), CD4 (60%) and NK1.1 (27%). The number of monocytes and granulocytes remained unchanged (Supplementary Fig. 1D). Furthermore, no differences were observed in the percentages of the various leukocyte populations between homozygous *Dido1* WT/WT mice and heterozygous WT/*Dido1*∆E16 mice (data not shown).

### Loss of Dido 3 results in reduced total bone marrow cellularity

Since *Dido1* has been previously linked most closely to stem cell developmental and differentiation functions, we analyzed the B-cell lineage in the bone marrow. We used flow cytometry to identify LSK and common lymphoid progenitor lin^−^Sca1^+^cKit^+^IL7R^+^ (CLP) cell populations (Supplementary Fig 2A, B), and found no significant differences in their relative proportions. However, *Dido1*∆E16 mice showed reduced total bone marrow cellularity and significantly lower absolute numbers of LSK cells (Fig. 1A).

**Fig. 1:**
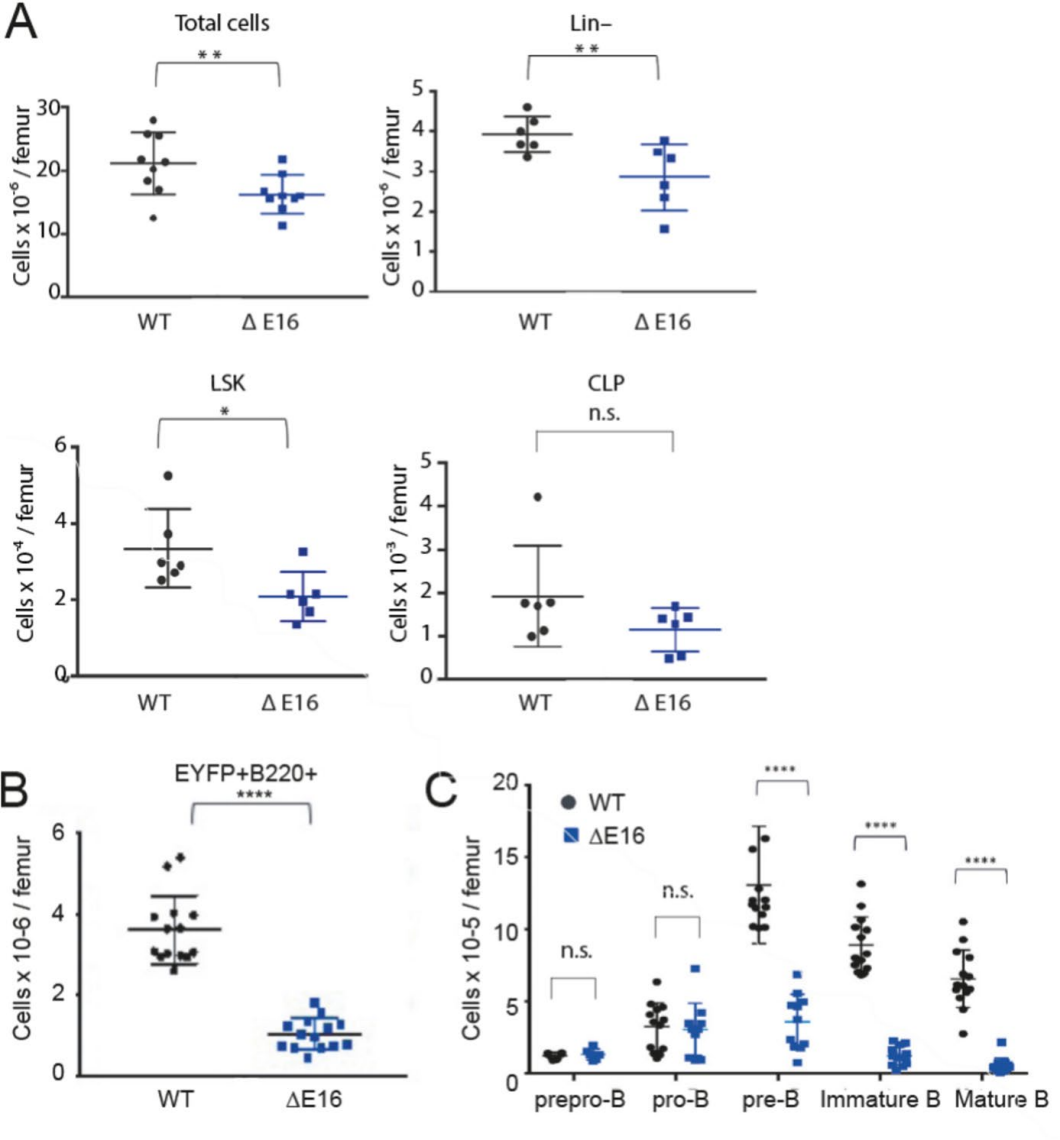
Altered hematopoietic cell populations in *Dido1*∆E16 mice indicate impaired B cell development compared to WT. **A**. Quantification of total (WT n = 9, *Dido1*∆E16 n = 9), lin⁻, LSK and CLP cells (WT n = 6, *Dido1*∆E16 n = 6) per single femur (t-test ** p < 0.01, * p < 0.05). Bars, mean ± SD. **B**. Numbers of EYFP^+^B220.^+^ cells per femur in WT compared to *Dido1*∆E16 mice (n = 14; **** p < 0.0001). **C**. Total bone marrow B precursors and mature recirculating B cells isolated from a single femur. Prepro-B (n = 6); pro-B, pre-B (WT n = 13, *Dido1*∆E16 n = 11); immature and mature B cells (WT n = 14, *Dido1*∆E16 n = 13). **B, C.** Means ± SD are shown, t-test **** p < 0.0001

We analyzed the distribution of different subpopulations of B-cell precursors, specifically prepro-B (EYFP^+^B220^+^CD19^-^CD93^+^IgM^-^), pro-B (EYFP^+^B220^+^CD19^+^CD43^+^IgM^-^), pre-B (EYFP^+^B220^+^CD19^+^CD43^-^IgM^-^) and immature B (EYFP^+^B220^+^CD19^+^IgM^low^) cells (Supplementary Fig. 2C). The number of B220^+^ cells was significantly lower in *Dido1*∆E16 mice compared to controls (Fig. 1B). The most affected populations were pre-B and immature B cells, while the numbers of prepro-B and pro-B cell were similar in both genotypes (Fig. 1C).

### Dido3 Deficiency increases apoptosis and limits proliferation of immature B cells in bone marrow

Signaling from the pre-BCR complex promotes the survival and proliferation of cells that have successfully rearranged the *Igh* locus. This serves as the first checkpoint, where non-functional heavy chain rearrangements lead to cell death by apoptosis.

In a second checkpoint, immature B cells whose BCR is activated by an autoantigen in the bone marrow can either undergo receptor editing to modify their light chain or be deleted through apoptosis [37]. To detect cell death in distinct precursor populations, we utilized flow cytometry on bone marrow samples from *Dido1*∆E16 and WT mice, labeling them with appropriate antibodies, annexin V, and DAPI. Apoptosis levels were slightly higher, though not statistically significant, in *Dido1*∆E16 mice. In the immature B cell population, both the number of apoptotic cells and the annexin V mean fluorescence intensity (MFI) in bone marrow of *Dido1*∆E16 mice showed a significant increase compared to WT (Fig. 2A and B). This suggests that the size of the immature B cell population in *Dido1*∆E16 mice is limited by an increase in apoptotic processes at this stage. Our data support the notion that Dido3 is essential for efficiently overcoming the BCR signaling-dependent checkpoint.

**Fig. 2:**
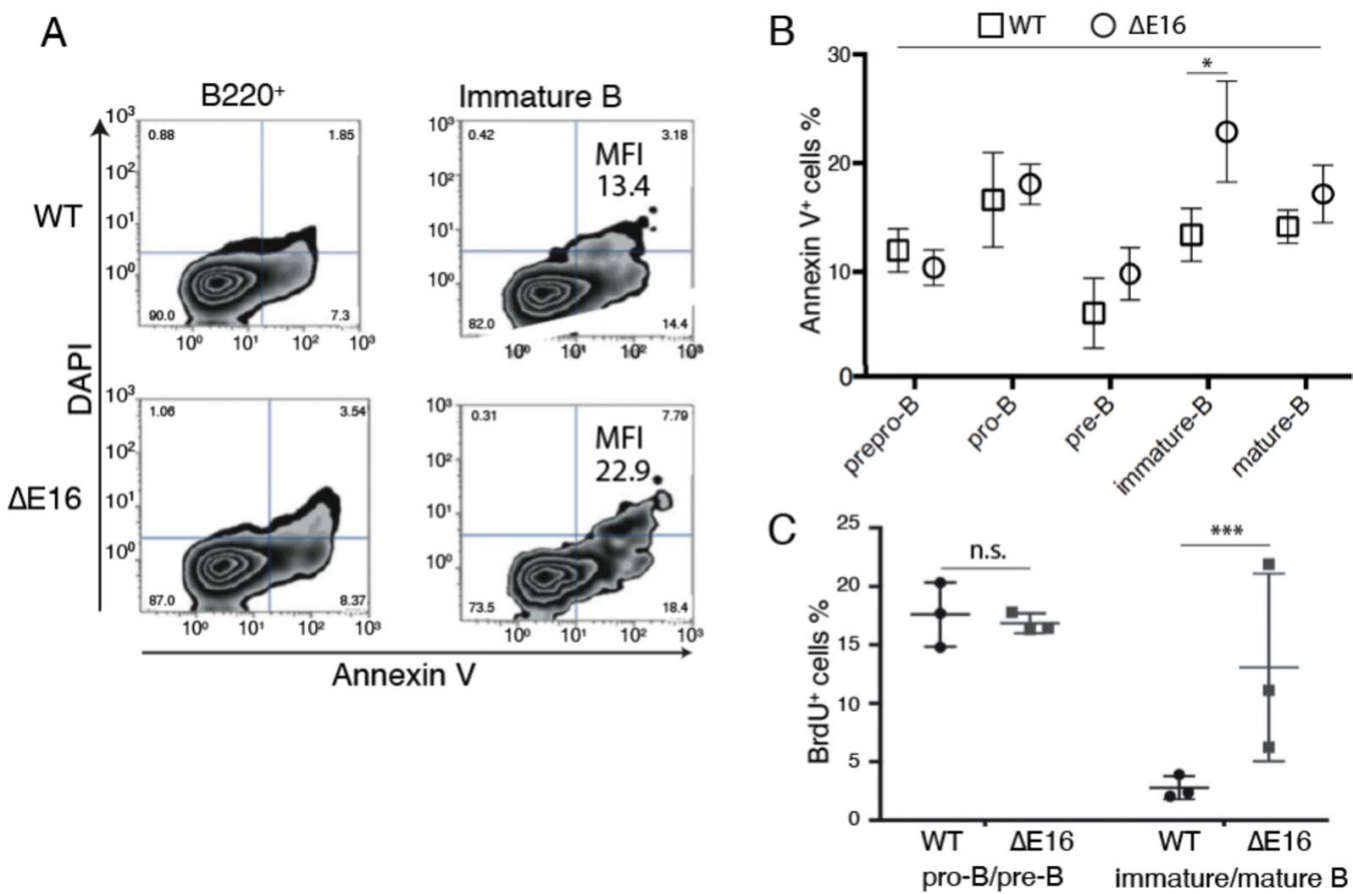
Increased apoptosis and altered proliferation in *Dido1*∆E16 B cell populations compared to WT. **A**. Representative graphs showing annexin V binding total B220^+ ^(left) and immature B cells (right) from the bone marrow of WT and *Dido1*∆E16 mice. The mean fluorescence intensities (MFI) for immature cells were 13.41 (WT, top) and 22.9 (*Dido1*∆E16, bottom). The lower left quadrant shows viable cells; the lower right, cells in early apoptosis (which bind annexin V and exclude DAPI); the upper right, cells in late apoptosis (which bind annexin V and incorporate DAPI); and the upper left, necrotic cells. **B**. Mean percentages of annexin V + cells in different precursor subpopulations (mean ± SD, n = 3, t-test * p < 0.05). **C**. Percentages (mean ± SD; n = 3) of cells incorporating BrdU in pro-B/pre-B and immature/mature B cell populations, from the bone marrow of WT and *Dido1*∆E16 mice, assessed 18 h after intraperitoneal BrdU injection

We employed BrdU (5-bromo-2'-deoxyuridine) incorporation *in vivo* to identify and examine proliferating cells, using DAPI to determine DNA content and cell cycle stages. The percentage of cells that incorporated BrdU after 18 h post-intraperitoneal injection was quantified for pro-B/pre-B and immature/mature B cells. Cells from *Dido1*∆E16 mice in pro-B/pre-B states showed BrdU incorporation similar to that of WT mice (Fig. 2C). In the immature cell population, there was a non-significant increase in both the percentage and MFI of cells that incorporated BrdU (Fig. 2D). The percentage of S phase cells of the pro-B/pre-B populations was similar between both mouse groups, although an increase in the percentage of *Dido1*∆E16 mature/immature B cells was observed in this phase (Fig. 2D). The increase in the percentage of immature B cells in the S phase in *Dido1*∆E16 compared to control mice, along with the rise in apoptotic cells suggests that immature B cells from *Dido1*∆E16 mice experience an S phase block that eventually leads to apoptosis.

*In vitro* differentiation assays were carried out to determine whether the B cell precursors from *Dido1*∆E16 mouse exhibited alterations in their capacity to differentiate toward the B lineage. We purified cells lacking lineage-specific markers (lin^-^) trough negative selection and plated them in a semi-solid matrix and medium optimized for B cell development, supplemented with IL7. In cultures from WT mice, between 25 and 35 colonies were counted in plates seeded with 2 x 10^6^ lin^–^ cells/ml, along with 5 to 10 smaller cell groups per plate. No colonies were found in plates seeded with lin^-^ precursors from *Dido1*∆E16 mice; however, we did detect some clusters consisting of a small number of disaggregated cells. Thus, B-lineage (B220^+^) cells from conditional mutant mice displayed differentiation defects when stimulated *in vitro*, resulting in blocked proliferation and maturation of B-cell precursors under these conditions.

### Identification of essential regulators of stem cell function and the B cell pathway by ATAC-seq analysis of bone marrow LSK cells

Since DIDO1 has been shown to be a chromatin interactor that recognizes accessible chromatin regions with H3K4me3 histone marks [49], we analyzed this LSK population using Omni-ATAC-seq [12]. 

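Chromatin accessibility was measured by Omni-ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA. The cells were sorted LSK progenitors, and 2 WT and 2 Dido1∆E16 libraries were analysed here. The authors aligned the reads to GRCm38/mm10, removed duplicates, called accessible regions in each library separately with MACS2 and with HOMER, and annotated them. The deposited MACS2 peaks carry a score. All HOMER peaks carry the same score, so only MACS2 peaks could be ranked. MACS2 gave 27352 and 57739 peaks in WT replicates 1 and 2, covering 12.1 and 29.7 Mb. Dido1∆E16 replicates 1 and 2 had 13208 and 16329 peaks, covering 6.08 and 7.45 Mb. According to the authors' deposited lists of differential regions, the WT libraries held 10249256 and 52050898 tags, and the Dido1∆E16 libraries 22533077 and 44633938. Dido1∆E16 replicate 2 thus had fewer peaks than WT replicate 1 from more tags. HOMER called 24700 and 68357 peaks in the WT libraries and 15373 and 23839 in the Dido1∆E16 libraries. The peak lists hold no read counts. With 2 libraries per genotype, an exact two-sided permutation test cannot give a p below 0.333.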

Two biological replicates with accessible regions were used for differential analysis between WT and *Dido1*∆E16 LSK cells.

Accessible regions were annotated with the ChIPseeker program [54], associating the position of the accessible regions in each replicate with the structure of the genes (promoter, 5’-UTR, 3’-UTR, exon, intron, or intergenic) in the mouse genome mm10. The largest percentage of accessible regions was concentrated in gene promoters, introns, and intergenic regions in both WT and *Dido1*∆E16 LSK cells (Fig. 3A). However, in the *Dido1*∆E16 samples, there was a relative reduction in the number of introns and intergenic regions compared to promoters, which was related to the preferential association of DIDO1 with enhancer sequences over promoters [13].

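Among the MACS2 peaks, promoters held 35.8% and 22.58% in WT replicates 1 and 2, and 58.8% and 47.8% in Dido1∆E16 replicates 1 and 2. Introns held 27.4% and 33.3% in the WT libraries and 16.1% and 20.0% in the Dido1∆E16 libraries. Intergenic regions held 29.2% and 35.4% in the WT libraries and 18.9% and 25.8% in the Dido1∆E16 libraries. In all 4 libraries, exons followed with 3.39% to 4.65%, and 5′-UTRs, 3′-UTRs and downstream regions with smaller shares.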

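The promoter share was 29.2% ± 9.38 (SD, n = 2) in WT and 53.3% ± 7.78 (SD, n = 2) in Dido1∆E16 LSK cells, a difference of 24.1 percentage points. Introns and intergenic regions together held 62.6% ± 8.55 (SD, n = 2) of the peaks in WT and 40.4% ± 7.66 (SD, n = 2) in Dido1∆E16 cells. Both Dido1∆E16 libraries lay on the same side of both WT libraries. The exact two-sided permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. The difference depended on how many peaks each library contributed. With the 13208 best-scoring peaks of each library, the promoter shares were 49.0% and 50.1% in WT replicates 1 and 2 and 58.8% and 52.6% in Dido1∆E16 replicates 1 and 2. The difference then came to 6.20 points, beside 6.17 points between the Dido1∆E16 libraries. The paper relates the relative reduction of introns and intergenic regions to the preferential association of DIDO1 with enhancers over promoters.

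**Figure D1:**
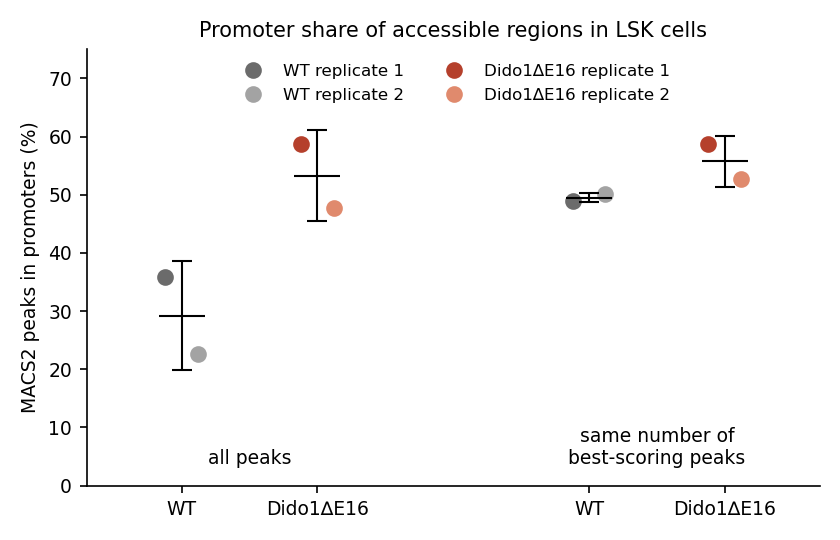
Share of MACS2 peaks annotated to promoters (y axis, percent) in each LSK library. Points are libraries, horizontal bars are means and error bars are SD (n = 2 per genotype), for all peaks on the left and for the 13208 best-scoring peaks of each library on the right. The Dido1∆E16 libraries lie above the WT libraries in both, by 24.1 points on the left and 6.20 points on the right.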

**Fig. 3:**
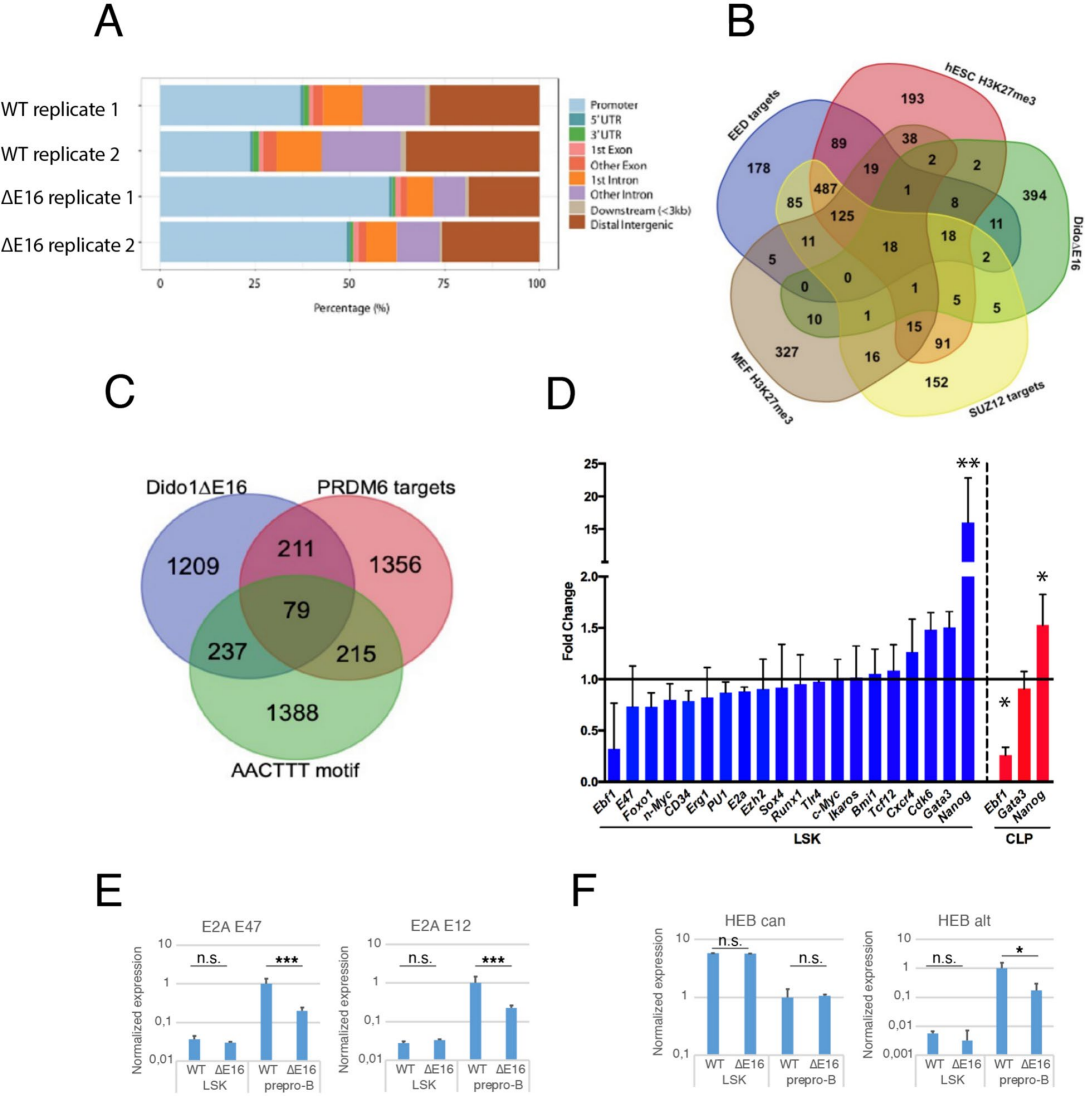
Differential chromatin accessibility and gene expression changes in *Dido1*∆E16 LSK cells. **A**. Distribution relative to transcription start sites of chromatin open in WT and closed in *Dido1*∆E16 LSK cells, as determined by ATAC-seq (mean values, n = 3). **B**. Venn diagrams illustrating the overlap in promoter regions of differentially accessible chromatin with genesets associated with PRC2 activity. **C**. Overlap of differentially accessible chromatin in intronic and intergenic regions. **D**. Validation of the expression of potentially affected genes using real-time qPCR (n = 4, t-test ** p < 0.01, * p < 0.05). **E**. Differential expression of *Tcf3* and its two isoforms in prepro-B cells and in lin⁻ precursors, with values relative to WT prepro-B levels. **F**. Expression levels of various *Tcf12* isoforms in *Dido1∆*E16 prepro-B cells, each compared to the expression of the same region in WT cells (n = 4, t-test *** p < 0.001, * p < 0.05)

A Gene Set Enrichment Analysis (GSEA) of the ATAC-seq data was performed. GSEA is a computational method that determines whether *a priori* defined sets of genes show concordant and significant differences between two biological states [48]. In seeking overlaps with “curated gene sets” (C2 collection) of MSigDB database, we found that the promoters with the least accessibility in *Dido1*∆E16 LSK cells coincided with (1) genes with mixed epigenetic marks (H3K4me2 and H3K27me3) in mouse embryonic fibroblast (MEF) HCP genes (highCpG-density promoters), p=2.66 x 10^−57^; (2) silencing marks (H3K27me3) in embryonic cells, p=1.99 x 10^−38^; (3) targets of human EED, a core subunit of Polycomb Repressor Complex 2 (PRC2), p=1.61x 10^−33^, and (4) human SUZ12 targets (also a core subunit of PRC2), p=5.56 x 10^−31^ (Supplementary Table 1). 

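Of the 9755 promoter regions shared by the WT libraries, 1463 (15.0%) had no MACS2 peak in either Dido1∆E16 library. They belonged to 1427 genes. The share fell with the peak score in WT replicate 1. When the shared WT regions were divided into 5 score classes of similar size, 48.5% of the promoter regions in the lowest class lacked a Dido1∆E16 peak, and 0.798% of those in the highest class. The authors' deposited lists compare tag counts and do not require a peak to be absent. In their list with Dido1∆E16 as the target, 51.7% of the regions that overlapped a MACS2 peak were promoters, and in their list with WT as the target 40.1%. In the highest score class, 61.5% of the promoter regions (2157 of 3509) overlapped a region that the authors list as lower in Dido1∆E16 cells.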

In accordance with these data, our previous microarray dataset (GEO: GSE85029, [16]) analyzed here by GSEA, indicates that genes silenced in Dido3-deficient embryonic stem cells (ESC) correlate significantly with those silenced in mouse SUZ12-deficient ESC,the genes overexpressed in these cells also coincided with those overexpressed in the Suz12^–/–^ cells. Thus, there appears to be a relationship between the epigenetic regulation of gene expression by PRC2 and the presence of Dido3. We also constructed a Venn diagram representing DEGs associated with distinct gene sets from the MSigDB database (Fig. 3B). Additionally, there was a correlation with the geneset of genes expressed after p53 activation (p<1.48 x 10^−24^), consistent with the *Cdkn2a* alterations observed in *Dido1*∆E16 mouse samples at later developmental stages (see below). 

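Outside promoters, 63.3% of the intronic regions shared by the WT libraries (4467 of 7055) and 59.7% of the intergenic regions (4510 of 7550) had no MACS2 peak in either Dido1∆E16 library. For exons the share was 53.9%, for 5′-UTRs 41.1% and for 3′-UTRs 55.7%. Regions outside promoters were missing more often than promoter regions of the same score class in all 5 classes. The gap ran from 12.6 percentage points in the highest class to 46.7 points in the middle class. The regions outside promoters without a Dido1∆E16 peak were annotated to 5948 genes.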

When the analysis was limited to non-promoter regions (intra- or intergenic), using the MSigDB “regulatory target gene sets” C3 collection, there was significant overlap with the targets of the putative histone-lysine N-methyltransferase PRDM6 (p<7.5 x 10^−24^), and the set of genes with at least one occurrence of the highly conserved motif M17 AACTTT, a potential binding site for an unknown transcription factor in the region spanning up to 4 kb around their transcription start sites (p<5.91 x 10^−69^) (Fig. 3C). 

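Peaks were counted per library by the gene that the authors' annotation assigns to them. Runx1 on chromosome 16 had 9 and 17 MACS2 peaks in WT replicates 1 and 2, and 1 and 2 peaks in Dido1∆E16 replicates 1 and 2. Of its 8 regions shared by the WT libraries, 6 had no Dido1∆E16 peak. These include promoter regions at 92697292 to 92697491 and at 92825958 to 92826206 (GRCm38/mm10). Igf1r on chromosome 7 had 7 and 15 peaks against 2 and 4, and 5 of 7 shared WT regions, all in introns, had none in Dido1∆E16 cells. The counts overlapped between the genotypes for Ebf1, with 2 and 13 peaks in WT against 2 and 3 in Dido1∆E16 cells. With HOMER peaks the counts overlapped for Runx1 instead (8 and 21 against 3 and 11), and not for Ebf1 (5 and 15 against 3 and 3). Ebf1 had 1 region of 2 without a Dido1∆E16 peak, in an intron at 44624718 to 44624941 of chromosome 11. Tcf4 lacked a Dido1∆E16 peak at 1 of 7 regions, Cdk6 at 3 of 9 and Etv6 at 4 of 9. Since the WT libraries also had more peaks in the whole genome, these counts carry the difference in total peak number.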

Among the 79 genes common to the three gene sets, we identified several essential regulators for stem cell function and B cell pathway entry, including *Akt3, Runx1, Ebf1, Igfr1, Tcf4, Cdk6*, and *Etv6*. 

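Of the regions shared by the Dido1∆E16 libraries, the 114 without a WT peak make up 1.16%. They comprised 74 intergenic and 31 intronic regions, 5 downstream regions, 2 exons, 1 3′-UTR and 1 promoter, and were annotated to 108 genes. With HOMER peaks there were 19 such regions. In the authors' deposited lists of differential regions, 19 of 5231 regions have a higher value in Dido1∆E16 cells in the list with Dido1∆E16 as the target, and 6 of 8540 in the list with WT as the target. The other regions of these lists are lower in Dido1∆E16 cells.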

GSEA analysis of the few identified sites that showed higher accessibility in *Dido1*∆E16 LSK cells yielded no relevant results.

To validate the expression data in additional samples by RT-qPCR, we selected several genes from the list of regions with different Tn5 accessibility in WT and *Dido1*∆E16 LSK cells. These included genes related to the Polycomb group (PcG) proteins (*Bmi1, Ezh2*), maintenance and differentiation of stem cells (*Runx1, Nanog, Ikzf2* (Helios), *Tcf12* (Heb)), differentiation towards lineage B (*Klf3, Il7r, Ebf1, Tcf3* (E2A, E12/E47), *Spi1* (PU.1), *Foxo1*) or towards T lineage (*Gata3*), and cell proliferation (*Mycn* (N-myc), *Myc, Cdk6*). 

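Peaks were counted for these genes in the same way. Il7r on chromosome 15 had 2 and 5 MACS2 peaks in WT replicates 1 and 2 and none in either Dido1∆E16 library. Its promoter region at 9529717 to 9529991 is also in the authors' deposited list with WT as the target, with a log2 fold change of -2.24. In that list a region of Nanog (-1.61) and of Myc (-1.04) is also lower, and neither of the authors' lists holds a region of Runx1, Tcf12, Klf3 or Foxo1. Of the 20 genes named here and among those common to the gene sets, 12 have a region in either list. For 0 of them is a region listed as higher. Tcf12 on chromosome 9 had 3 and 7 WT peaks and none in Dido1∆E16 cells, and its promoter region without a Dido1∆E16 peak lies at 72111354 to 72111773. Mycn on chromosome 12 had 5 and 10 WT peaks against 0 and 1, and lacked a Dido1∆E16 peak at all 4 shared WT regions. Ikzf2 on chromosome 1 lost 3 of 5 shared regions, among them promoter regions at 69687082 to 69687335 and 69687589 to 69687950. Gata3 lacked a Dido1∆E16 peak at 3 of 6 shared WT regions, Foxo1 at 3 of 5 and Klf3 at 2 of 4. None of the shared WT regions of Ezh2 (9 regions), Tcf3 (1 region), Spi1 (1 region), Nanog (1 region) or Myc (1 region) lacked a Dido1∆E16 peak, and Bmi1 had no region shared by the WT libraries. Of the Ezh2 regions, only the promoter region at 47594908 to 47595518 of chromosome 6 lies at its transcript (47530274 to 47595030). The others lie outside it, between 47636557 and 47685715, and carry the name Ezh2 only through the authors' annotation. Over the 20 genes named here and among those common to the gene sets, 13 had fewer MACS2 peaks in both Dido1∆E16 libraries than in both WT libraries. Chance gives this order for 1 of the 6 splits of the libraries, and the WT libraries had more peaks in the whole genome. With HOMER peaks the number was 6.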

The analysis showed that the expression of genes related to differentiation towards the B lineage was non-significantly lower in *Dido1*∆E16 than in WT LSK cells. Conversely, genes such as *Gata3* and *Cdk6* were significantly overexpressed in *Dido1*∆E16 LSK cells, with *Nanog* levels being 16 times higher than in WT LSK cells (Fig. 3D). Dido*1*∆E16 CLP samples exhibited significantly reduced *Ebf1* expression, whereas *Nanog* levels remained normal. As in nearly every developmental process, the three “E-proteins” play a fundamental role in hematopoiesis [6]. These transcription factors are characterized by a basic helix-loop-helix (bHLH) domain, allowing them to homo- and hetero-dimerize with themselves and other HLH proteins, and to bind to DNA through E-boxes (CACGTG sequences). *Tcf3* (which encodes E2A isoforms E12 and E47) and *Tcf12* (which encodes HEB isoforms HEBcan and HEBalt) have been implicated in B cell development [3]. To test the expression of the distinct isoforms, we designed specific primers for conventional RT-qPCR assays. *Tcf3* expression was lower in WT and *Dido1*∆E16 LSK cells than in prepro-B cells; this reduction was attributed equally to E12 and E47 isoforms (Fig. 3E). However, while the expression of the HEBcan isoform of Tcf12 (assessed by exon 1/2 expression levels) was unaffected by Dido3 absence, the expression of the HEBalt isoform (assessed as exon 1/2 of X9 mRNA isoform levels) dropped to 10% of the WT levels in *Dido1*∆E16 prepro-B cells (Fig. 3F).

### Dido3 deficiency alters gene expression in PRC2 targets and impairs immunoglobulin locus transcription in pre-B cells

The first checkpoint in B cell development depends on pre-BCR activation and occurs at the pre-B stage [11] and we observed the most significant effects of Dido3 absence at this stage, specifically by a lack of progenitor cell progression. Therefore, we sequenced the transcriptome of WT and *Dido1*∆E16 cells during this phase.

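RNA was sequenced from sorted pre-B cells in 2 WT and 2 Dido1∆E16 libraries, each from a pool of mice. The authors aligned the reads to GRCm38/mm10 with BWA-MEM and assembled transcripts of each library with StringTie. The deposited values are TPM (transcript abundance scaled to a fixed library total), FPKM and coverage per transcript of the UCSC known genes, without read counts. The summed coverage amounted to 1917 and 1370 aligned megabases in WT replicates 1 and 2 and to 1975 and 1425 in Dido1∆E16 replicates 1 and 2. Between 17183 and 19612 transcripts per library had a TPM above 0. Here log2(TPM + 1) was compared between the genotypes with limma (lmFit, and eBayes with a trend in expression) for the 16372 transcripts with a mean TPM of at least 1. All log2 fold changes are on this scale, which understates changes of low transcripts. P-values were adjusted by the Benjamini-Hochberg method. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.6. StringTie divides the reads of a gene among its transcripts, and 24.2% of the tested transcripts are listed at 0 TPM in at least 1 library, so a value of 0 is given here only as listed. On simulated data with the same means and spread, limma called 36% of transcripts changed by 4 log2 units and 0% of those changed by 2.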

Using pooled samples (2–3 mice/pool), we purified RNA from flow cytometry-sorted pre-B cells. Two biological replicates were used to construct libraries for high throughput sequencing. 

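The targeted gene was examined first. Exon 16 of Dido1 lies at 180657963 to 180662583 on chromosome 2 (GRCm38/mm10). Its coverage, scaled to the TPM total of the library, was 24.6 and 21.8 in WT replicates 1 and 2 and 0.295 and 0.084 in Dido1∆E16 replicates 1 and 2. The exons 2 to 15 of the same transcript (uc008ojq.2) were covered in all 4 libraries, so its TPM only fell from 35.7 and 35.0 to 14.9 and 19.4. This is a log2 fold change of -1.01 (standard error 0.21, adjusted p = 0.359 from limma). The transcript uc008ojs.2, which ends before exon 16, had a TPM of 8.44 and 1.01 in the WT libraries and 65.2 and 67.4 in the Dido1∆E16 libraries, a log2 fold change of 3.95 (standard error 0.86, adjusted p = 0.385 from limma). Summed over all transcripts, Dido1 was higher in Dido1∆E16 cells, with a log2 fold change of 0.89.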

We identified 120 genes with higher expression in WT and 346 genes upregulated in *Dido1*∆E16 pre-B cells (Fig. 4A and Supplementary Table 2).

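With limma, 15 transcripts were called higher and 10 lower in Dido1∆E16 pre-B cells. At an unadjusted p under 0.05 there were 1507 transcripts, where chance would give 819. The called transcripts belong to 21 genes. Of the 25, 22 are listed at 0 TPM in both libraries of a genotype, and 24 belong to genes with more than 1 transcript. For 15 of them the sum over the gene's transcripts changed by less than 0.6 or in the other direction. Ypel3 (uc009jsp.1, chromosome 7, 126776975 to 126780514) is listed at 0 TPM in both WT libraries and at 809 and 793 in Dido1∆E16 replicates 1 and 2 (adjusted p = 0.0221 from limma), while the gene sum changed by -0.14 log2 units. The transcripts of Arpc2 on chromosome 1 exchanged places. Its transcript uc007bln.1 is listed at 0 in WT and at 413 and 459 in Dido1∆E16 cells. Its transcript uc007blo.1 is listed at 451 and 402 in WT and at 0 in Dido1∆E16 cells. The gene sum of Arpc2 changed by -0.027. The others among the 3 largest changes in each direction were Pkig uc008nti.2, listed at 0 in WT and at 611 and 457 in Dido1∆E16 cells, Rgs19 uc008ong.2, listed at 204 and 244 in WT and at 0 in Dido1∆E16 cells, and Clk1 uc007bbs.2, listed at 127 and 165 in WT and at 0 in Dido1∆E16 cells. Their gene sums changed by 0.10, -0.79 and -1.28. The counts depended on the settings. They were largest for eBayes without a trend, with 53 transcripts called higher and 44 lower, and without a filter on low values 2 were called higher and 1 lower. When transcripts were summed per gene, 3 genes were called higher and 3 lower, and at the stricter threshold of the Fig. 4 legend no transcript passed. Genes of Supplementary Table 2 were also compared with the gene sums. Of the 263 genes listed as higher and tested here, 248 changed in that direction and 176 did so at an unadjusted p under 0.05. Of the 79 listed as lower, 73 changed in that direction and 39 at an unadjusted p under 0.05. Of the 21 genes with a transcript called here, 4 are in Supplementary Table 2. In the authors' deposited table of transcripts, 5 of the 25 called transcripts are listed and 1 passes the same threshold. These lists were drawn from the same libraries and are not independent evidence.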

**Fig. 4:**
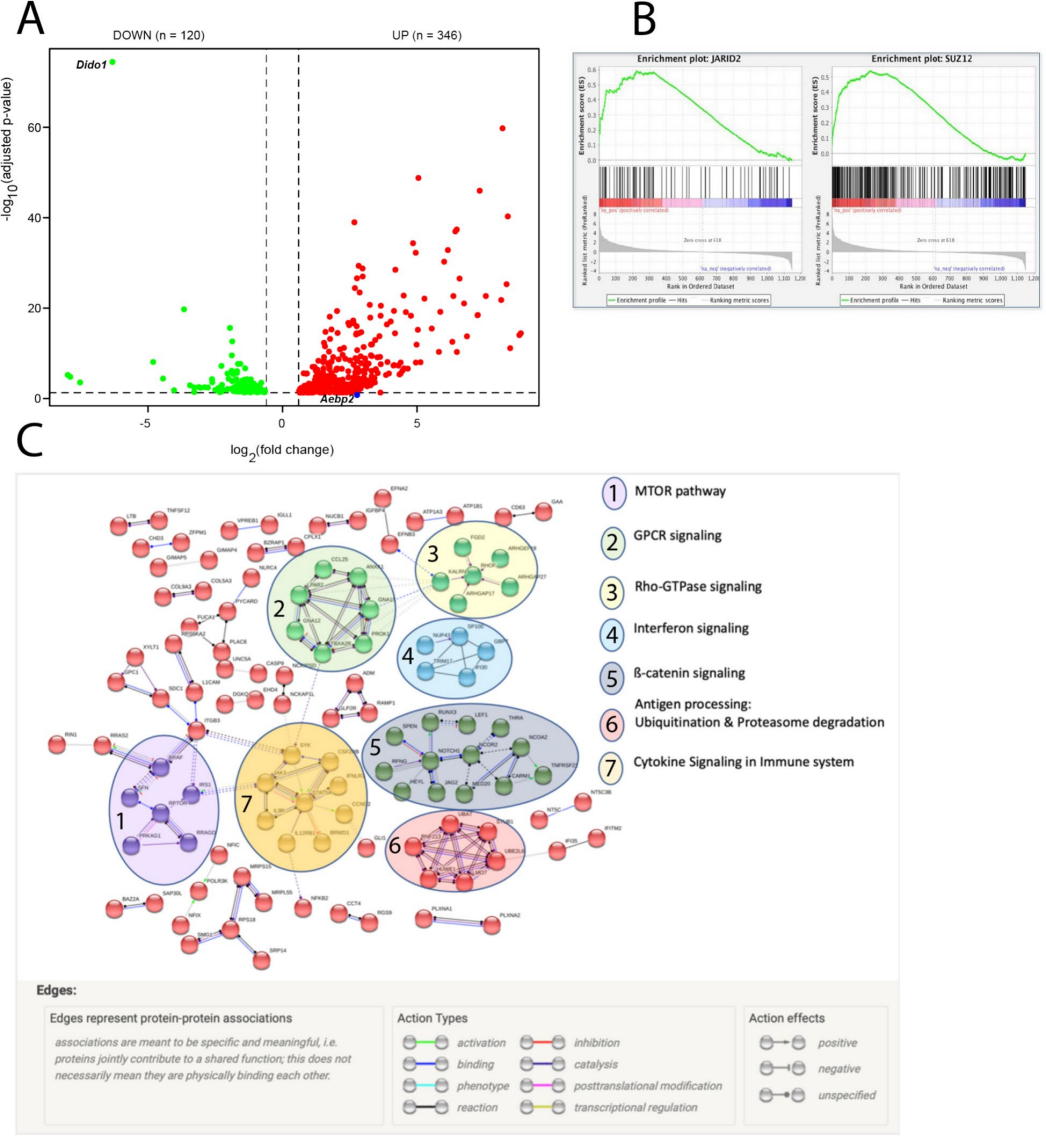
RNA-seq reveals the involvement of key genes for B-cell development. **A**. Dot plot representation of the RNA‐seq results. The red dots represent significantly upregulated genes in *Dido1*∆E16 pre-B cells, the green dots represent significantly downregulated genes (|log2 FC|≥ 1 and FDR < 0.01). **B**. GSEA enrichment graphs of genesets relative to PRC2 activity and differentially expressed genes in pre-B cells. The RNA-seq expression data are ranked according to fold change in the transcription levels in pre-B *Dido1*∆E16 cells, compared to pre-B WT cells. A maximal correlation was observed between the expression of altered genes in pre-B *Dido1*∆E16 cells and genes identified by ChIPseq as targets of PRC2 components JARID2 (p < 0.001; FDR = 0.213) and SUZ12 (p < 0.001: FDR = 0.217). **C**. STRING analysis and clustering of differentially expressed genes between *Dido1*∆16 and WT LSK cells. It shows that differentially expressed genes are involved in known and predicted protein–protein interactions. Interaction score > 0.4

For a first analysis, we applied the GSEA tool, using a ranked list of genes with baseMean greater than 1, ordered by fold change. Analyzing against MSigDB M3 subcollection (GTRD, mouse transcription factor targets, https://www.gsea-msigdb.org/gsea/msigdb), we identified downregulated gene sets comprising targets of the PRC2 components JARID2 and SUZ12 (p<0.001) (Fig. 4B). Additionally, *Aebp2*, a substoichometric PRC2 subunit that enhances K9 and K27 methylation of histone H3 [21], was found to be upregulated (log_2_FC = 2.61 FDR = 0.067) in *Dido1*∆E16 pre-B cells, although below the threshold of significance.

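Aebp2 (uc009eoj.2, chromosome 6, 140623502 to 140655481) had a TPM of 26.3 and 17.5 in WT replicates 1 and 2 and of 20.9 and 25.0 in Dido1∆E16 replicates 1 and 2. This is the Aebp2 transcript with the highest mean TPM, and the paper's text names no transcript for its value. The log2 fold change was 0.089 (standard error 0.28, adjusted p = 0.944 from limma), and 0.19 for the sum of the gene's transcripts. Without WT replicate 2 it was -0.19. For Jarid2 the log2 fold change was 0.061 (standard error 0.12) and for Suz12 -0.060 (standard error 0.34). Over the 11 PRC2 subunits examined, 7 were higher and 4 lower in Dido1∆E16 cells, from -0.45 for Phf1 to 0.43 for Phf19. None was called over all transcripts tested, and none had an adjusted p under 0.05 adjusted over the list alone. Among the transcripts the smallest unadjusted p from limma was 0.0444, for Ezh1, which had a log2 fold change of 0.38 (standard error 0.12), and it was the only one under 0.05. In the gene sums the only unadjusted p from limma under 0.05 was 0.0479, for Phf1 (log2 fold change -0.48), and Ezh1 had a p of 0.0696 from limma (log2 fold change 0.31).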

Then, we utilized protein-protein interactions from the STRING database v.11.0 to explore the biological significance and functional associations of differentially expressed genes. Gene Ontology (GO) terms with a false discovery rate (FDR) of less than 0.25 included positive regulation of leukocyte differentiation, cellular response to stimuli, positive regulation of lymphocyte activation, positive regulation of lymphocyte differentiation, positive regulation of T cell differentiation, positive regulation of B-cell differentiation, signal transduction, regulation of signaling, immune response, and regulation of leukocyte cell-cell adhesion.

Following gene clustering, the key signaling pathways identified were MTOR, GPCR, Rho-GTPase, interferon, ß-catenin, cytokine signaling in the immune system, and antigen processing by ubiquitination and proteosome degradation (Fig. 4C).

The relevance of pre-BCR in the pre-B developmental checkpoint, along with the involvement of PRC2 in V(D)J recombination [47], prompted us to investigate the impact of Dido3 deficiency on the transcription of the *Igh* and *Igk* loci. 

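The deposited transcripts include 3 composite entries that join exons of the Igh and Igk loci into 1278 blocks. Values of single V, D, J and C segments were therefore taken from the coverage of the blocks within each segment, scaled to the TPM of the library, and tested with limma among all transcripts. Gene sets were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 6 sets. The 100 Igkv segments had a median log2 fold change of -0.43, with an SD of 0.23 between replicate medians, and 89 of them were lower in Dido1∆E16 cells (camera, adjusted p = 7.58e-17). The adjusted p was 0.453 when the correlation was estimated from the data and 0.236 with fry. For the 4 Igkj segments the median was -0.24, with all 4 lower (camera, adjusted p = 0.161). Leaving out WT replicate 2 changed the Igkj median to 0.10 and the Igkv median to -0.20, with 28 Igkv segments higher and 72 lower. Without WT replicate 1 the Igkv median was -0.65, with 5 higher and 95 lower. Igkc had a scaled coverage of 6447 and 8782 in WT replicates 1 and 2 and of 6209 and 6064 in Dido1∆E16 replicates 1 and 2, a log2 fold change of -0.29 (standard error 0.22, adjusted p = 0.713 from limma).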

The joining (J) and variable (V) regions of the *Igk* locus were not significantly affected. However, we observed an over-representation of proximal *Igh* V fragments (specifically the DQ52 and 7183 families), while intermediate and distal V fragments (mainly V_H_J558 and 3609 families) were under-represented in *Dido1*∆E16 pre-B cells (Fig. 5A and Supplementary Table 3).

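The proximal families that the paper names are Ighv2 and Ighv5 in the files, and the distal ones Ighv1 and Ighv8. The 18 tested Ighv2 and Ighv5 segments, between 113572927 and 113879541 of chromosome 12 (GRCm38/mm10), had a median log2 fold change of -0.10. Of these, 6 were higher and 12 lower in Dido1∆E16 cells (camera, adjusted p = 0.181). Without WT replicate 2 the median was -0.0083, with 9 higher and 9 lower, and without WT replicate 1 it was -0.19, with 4 higher and 14 lower. The highest were Ighv2-2 with 0.60 (standard error 0.20, adjusted p = 0.493 from limma) and Ighv5-2 with 0.56 (standard error 0.20, adjusted p = 0.535). All 72 Ighv1 and Ighv8 segments were lower, with a median of -1.10 and an SD of 0.14 between replicate medians (camera, adjusted p = 3.24e-39). With fry the adjusted p was 0.0150, and with an estimated correlation 0.104. The direction of the proximal families depended on the reference. The median of all 242 tested Igh and Igk segments was -0.65. Relative to it, in a comparison chosen after the values were seen, the Ighv2 and Ighv5 median was 0.56 and the Ighv1 and Ighv8 median -0.45. Along the locus, the 40 Ighv segments nearest to the D segments had a median of -0.56, the next 39 of -1.28 and the most distal 39 of -0.999. V segments are near-identical within a family, so reads of single segments are uncertain.

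**Figure D2:**
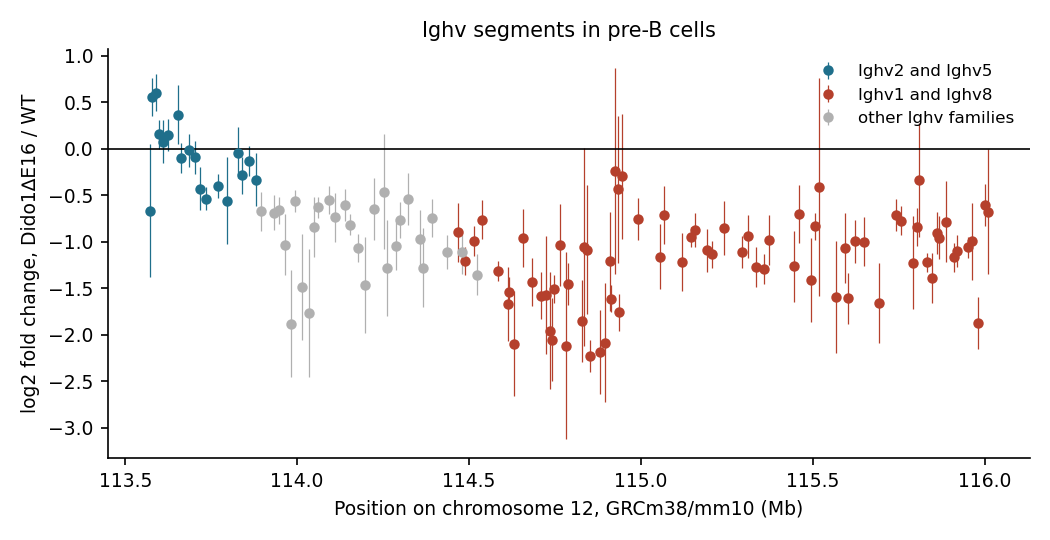
Log2 fold change of each tested Ighv segment (y axis, Dido1∆E16 over WT pre-B cells, error bars are standard errors, n = 2 libraries per genotype) against its position on chromosome 12 in Mb (x axis). All Ighv1 and Ighv8 segments lie below 0, and Ighv2 and Ighv5 segments lie around 0. Relative to the median of all Igh and Igk segments, -0.65, the Ighv2 and Ighv5 median is 0.56.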

**Fig. 5:**
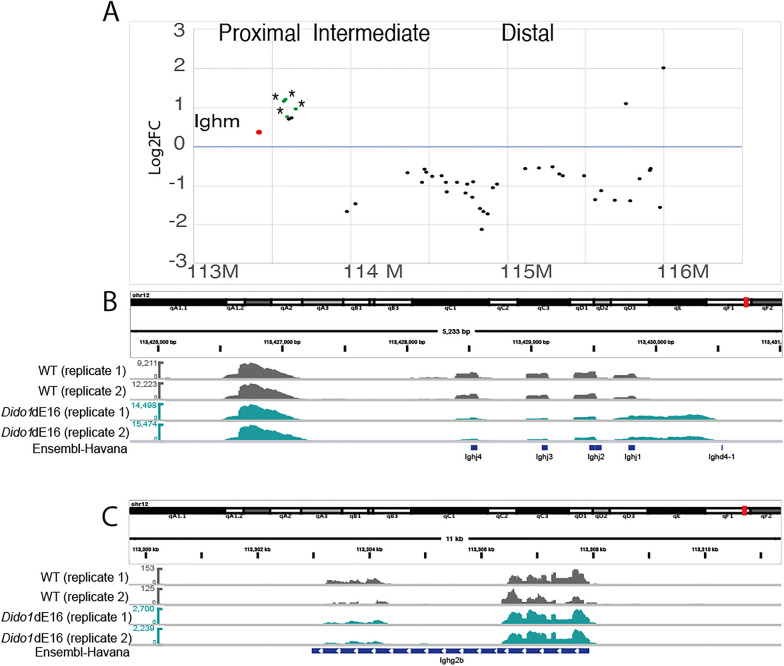
Analysis of the *Igh* locus in *Dido1*∆E16 pre-B cells reveals defects in gene rearrangement. **A**. Relative abundance of *Ighv* regions in the transcriptome of *Dido1*∆E16 pre-B cells, presented as log fold change (logFC) compared to WT levels (green dots represent significantly overexpressed regions, *, p < 0.05). The bottom section shows chromosome coordinates, while the top indicates the main regions (proximal, intermediate, distal) where distinct V families are mapped. **B**. Integrative Genomics Viewer (IGV; http://www.broadinstitute.org) plot displaying RNA-seq data that illustrates transcription from the DNA region between D and J regions; positions of J fragments and the more distal D fragment (D4) are represented. **C**. IGV plot with RNA-seq data showing transcription of the *Igg2b* gene in *Dido1*∆E16 pre-B samples

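Transcription between the J and D segments was measured on 16 covered blocks, 177 bp in all, between Ighj1 and Ighd4-1 on chromosome 12 (113429872 to 113430506, GRCm38/mm10). Their scaled coverage was 33.6 and 23.5 in WT replicates 1 and 2 and 803 and 747 in Dido1∆E16 replicates 1 and 2. The log2 fold change was 4.73 (standard error 0.21, adjusted p = 0.0458 from limma). With a pseudocount of 0.1 the adjusted p was 0.0717 and without a filter on low values 0.0965, so the call depended on these settings and the size of the change did not. Ighd4-1, the D segment nearest to the J segments, rose from 44.3 and 39.8 to 328 and 278, a log2 fold change of 2.82 (standard error 0.14, adjusted p = 0.0529). All 9 tested Ighd segments were higher, with a median of 1.62 (camera, adjusted p = 2.01e-09). Under fry the adjusted p of the Ighd set was 0.0115, and with an estimated correlation 0.104. The J segments moved apart. Ighj1 was higher by 0.68 (standard error 0.11), while Ighj3 changed by -0.67 (standard error 0.10), Ighj4 by -0.45 (standard error 0.11) and Ighj2 by -0.018 (standard error 0.094). The Ighj set had a median of -0.23 (camera, adjusted p = 0.188).

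**Figure D3:**
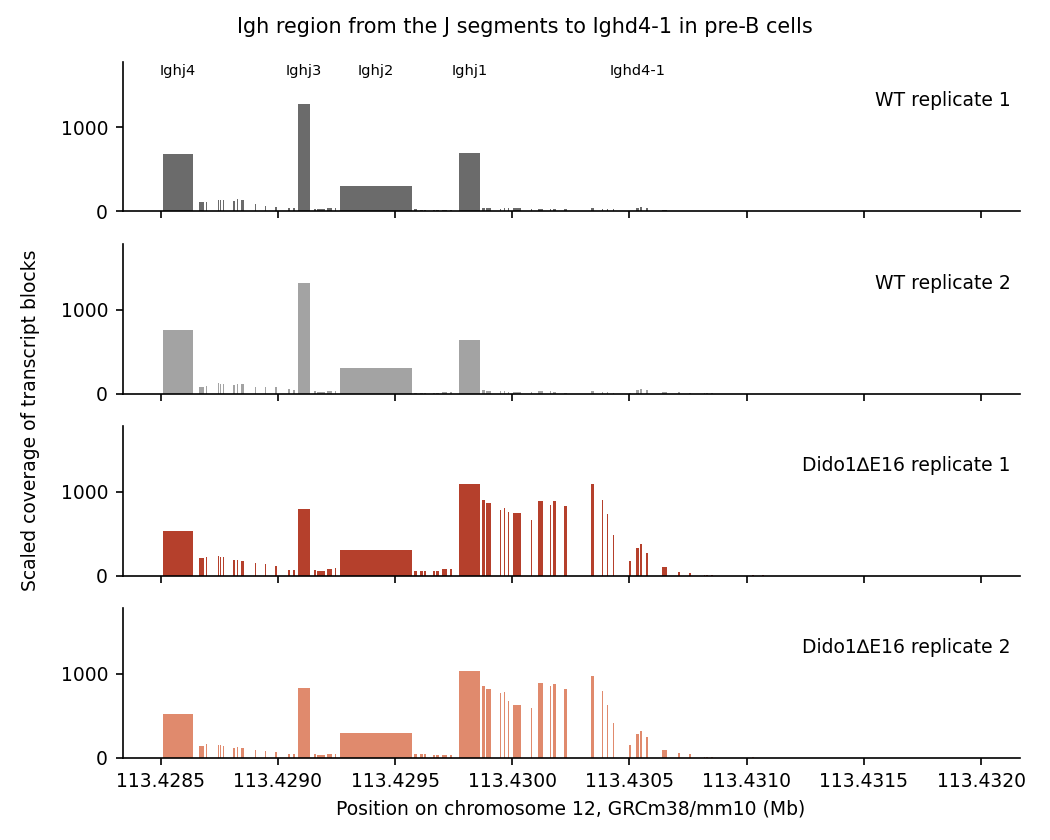
Coverage of transcript blocks, scaled to the TPM total of each library (y axis), along chromosome 12 from Ighj4 to beyond Ighd4-1 (x axis, Mb). Each panel is 1 library and each bar spans 1 block. Blocks between Ighj1 and Ighd4-1 average 803 and 747 in the Dido1∆E16 libraries and 33.6 and 23.5 in the WT libraries.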

Unexpectedly, we detected high transcription levels of DNA located between J and D fragments (Fig. 5B). In WT cells, this DNA segment is typically eliminated through recombination during the prior pro-B stage [26], or even in prepro-B stage, by RAG1/2 activity. Finally, we observed expression of the *Igg2b* (gamma-2b) gene, indicating that isotype-switched IgG2b^+^ memory B cells co-purified with pre-B cells in significantly higher numbers compared to WT samples (Fig. 5C).

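Ighg2b lies at 113302965 to 113307933 on chromosome 12 (GRCm38/mm10). Its scaled coverage was 14.1 and 10.2 in WT replicates 1 and 2 and 336 and 265 in Dido1∆E16 replicates 1 and 2. The log2 fold change was 4.52 (standard error 0.23, adjusted p = 0.0534 from limma). The same coverage passed 0.05 in the fit of gene sums (adjusted p = 0.0374 from limma). The TPM sum of Ighg2b, without the composite entries, changed by 4.56 and did not pass (adjusted p = 0.240 from limma). A separate transcript with the membrane exons (uc007pgn.1) was covered as well. Its last exon, at 113302967 to 113304397, had a scaled coverage of 6.19 and 0 in the WT libraries and of 82.1 and 56.7 in the Dido1∆E16 libraries. Ighm had a log2 fold change of -0.23 (standard error 0.21, adjusted p = 0.723 from limma). For Ighg1 it was -0.40 (standard error 0.44), for Ighg3 -0.73 (standard error 0.61) and for Igha 0.068 (standard error 1.11), and these were named after their values were seen. From the expression of Ighg2b the paper concludes that isotype-switched IgG2b+ memory B cells were purified together with pre-B cells, in higher numbers than in WT samples.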

### Chromatin immunoprecipitation sequencing (ChIP-seq) analysis reveals the role of Dido 3 genes with H3K27me3

To investigate the effects of Dido3 on PRC2 regulation, we conducted H3K27me3 chromatin immunoprecipitation sequencing analysis on LSK cells isolated from WT and mutant *Dido1*ΔE16 mice (Fig. 6B, and Supplementary Tables 4 and 5). The majority of the H3K27me3 peaks were found in gene introns and intergenic regions in both WT and *Dido1*ΔE16 LSK cells (Supplementary Table 4). However, in WT cells, we observed a slightly higher number of genes with H3K27me3 enrichment compared to *Dido1*ΔE16 LSK cells.

**Fig. 6:**
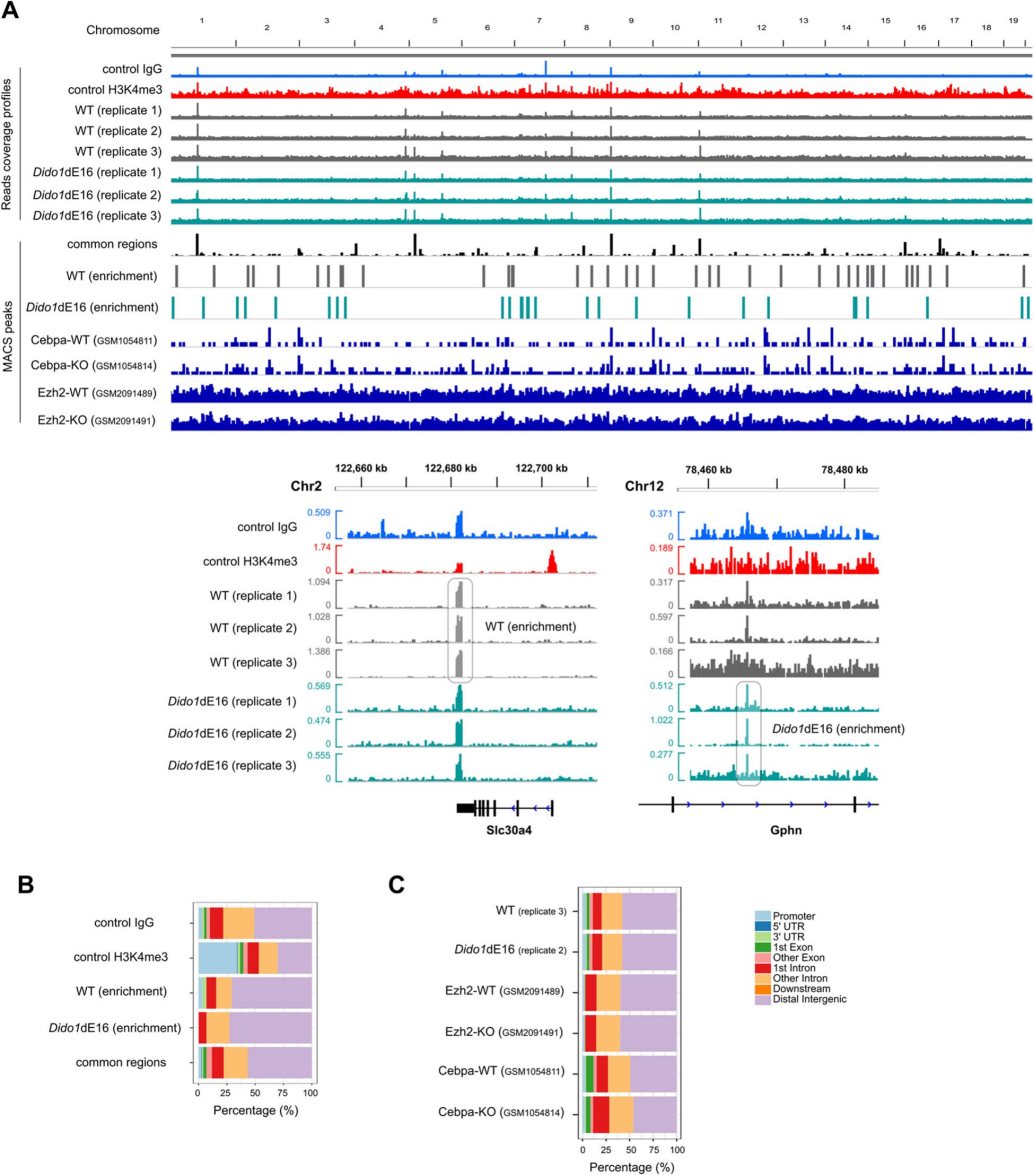
H3K27me3 profile in WT and *Dido1*ΔE16 LSK cells is compatible with ChIP-Atlas validated datasets. **A** Genome browser snapshot of genomic regions enriched for H3K27me3 chromatin marks. The top eight tracks were obtained from female (n = 4) and male (n = 4) mice samples with matched ages. The distribution of a non-specific control IgG and specific H3K4me3 peaks in WT LSK cells is also shown. Seven MACS peaks data tracks are provided: one for H3K27me3 signal in common regions between WT and *Dido1*ΔE16 LSK cells, one for enriched H3K27me3 signal in WT LSK cells, one for enriched H3K27me3 signal in *Dido1*ΔE16 LSK cells, and the last four (*Ezh2*-WT, *Ezh2*-KO, *Cebpa*-WT, *Cebpa*-KO) for ChIP-Atlas validated datasets of H3K27me3 signal for comparison (https://chip-atlas.org). Enriched H3K27me3 signal in WT, *Dido1*ΔE16, and common regions was calculated using the bdgdiff function in MACS. GEO accession codes are shown in parentheses. Insets at the bottom of the panel A shows ChIP-seq signals on two randomly selected genomic regions (Chr2:122,660,000-122,710,000 and Chr12:78,460,000-78,480,000). The Y-axis values indicate the mean of normalized reads per 10 bp (normalized using BPM with bamCoverage of deepTools). **B** and **C** Distribution of the enriched-peak distances to the nearest transcription start site as determined by ChIPseeker [54]

Specifically, we identified 58 regions (48 genes) with significantly greater H3K27me3 enrichment in WT compared to *Dido1*ΔE16, and 44 regions (33 genes) that showed more H3K27me3 enrichment in *Dido1*ΔE16 compared to WT. Additionally, we found 726 regions (436 genes) with no significant H3K27me3 enrichment in LSK cells (Fig. 6A, Supplementary Table 5, and Supplementary File 1). The genes highlighted in Supplementary Table 5 are involved in various functions, including RNAPII transcription, RNA processing, histone H4 binding and modification, cell identity and differentiation, immune response in B-cells, and the maintenance of hematopoietic stem cells/hematopoiesis. Notably, some of these genes were differentially expressed in pre-B cells (see below).

We also compared the H3K27me3 ChIP-seq data from WT and *Dido1*ΔE16 with other GEO datasets reported in two different studies. Specifically, we utilized datasets from Ezh2-KO (GSM2091489, GSM2091491) and Cebpa-KO LSK cells (GSM1054811, GSM1054814) (Supplementary Table 6). The analysis indicated a preference for H3K27me3 binding in gene introns and intergenic regions, with no significant differences observed between WT and mutant LSK cells (Fig. 6C and Supplementary Table 7). Furthermore, less than 10-12% of the H3K27me3 peaks in the mouse genome from both WT and *Dido1*ΔE16 LSK cells overlap with Ezh2-KO and Cebpa-KO datasets (Supplementary Table 8). This result may be influenced by the different experimental conditions employed (e.g., histone H3K27me3 antibody) across the three studies.

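Genes with a transcript called between WT and Dido1∆E16 pre-B cells were compared with genes that had, in LSK cells, a region shared by the WT libraries and no Dido1∆E16 peak. The background was the 10261 genes that were tested in RNA-seq and had a MACS2 peak in at least 1 WT library. Of 21 genes with a called transcript, 6 also had such a region, where chance would give 7.16. The share was 28.6% against 34.1% of the background (odds ratio 0.77, p = 0.654 by a two-sided Fisher's exact test). These 6 genes are Igll1, Pkig, Pxk, Serpina3g, Svbp and Tnfaip8, of which all but Pkig are named after their values were seen. With promoter regions only, 1 of the 21 genes remained in both lists, and the odds ratio was 0.63 (p = 1 by Fisher's exact test). With transcripts at an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.6, 372 of 942 genes had such a region, where chance would give 321 (odds ratio 1.29, p = 3.07e-04 by Fisher's exact test). A gene entered by any of its transcripts and by any of its regions. Genes with many transcripts and many regions thus had more chances to be in both lists, which the test did not allow for. The assays were made in different cell types, LSK progenitors and pre-B cells.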

The combined analysis of differentially expressed genes (RNA-seq), chromatin accessible regions (ATAC-seq), and H3K27me3 ChIP-seq data reveals that only a few genes were detected simultaneously across different experiments, although many share similar functions or belong to related pathways (Fig. 7). In meta-analysis, it is common to observe minimal direct overlap among studies due to variations in the biological assays employed (Fig. 7A). However, we noted greater functional overlap (Fig. 7B, C), as these studies likely capture different subsets of gene members involved in the same biological processes. Fig. 7D highlights the “immune effector process” (GO:0002252; logP = − 11.5) as the most enriched GO term among downregulated genes identified in the RNA-seq analysis.

**Fig. 7:**
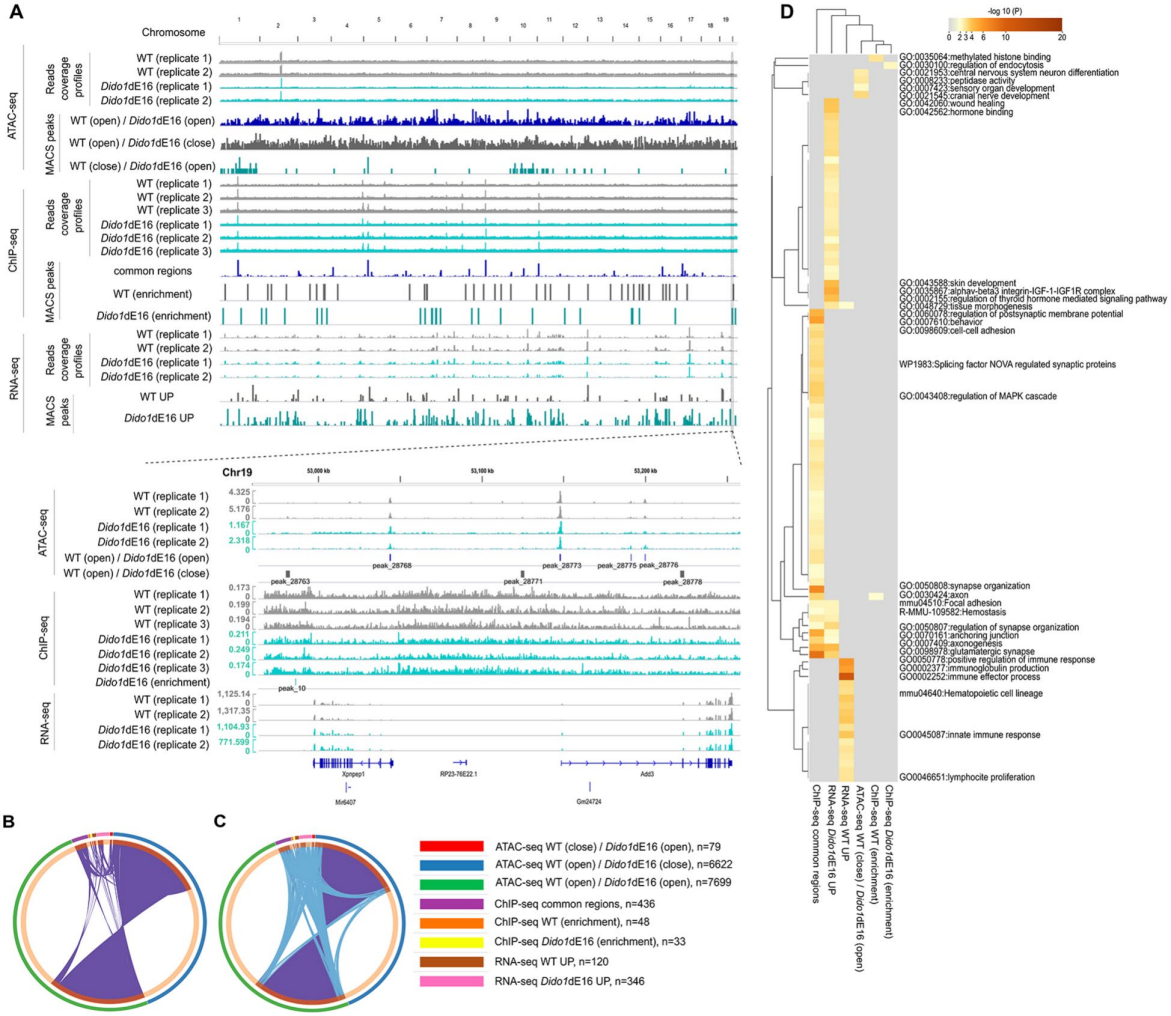
Integrative multi-omics analysis of chromatin accessibility, epigenomic, and transcriptomic data from WT and *Dido1*ΔE16 cells identifies distinct molecular alterations in B cell differentiation. **A**. Genome browser snapshot of genomic regions identified in ATAC-seq, ChIP-seq, and RNA-seq data analysis. The ATAC-seq and RNA-seq tracks were obtained from male (n = 8) mouse samples of different ages. The ChIP-seq tracks were obtained from eight samples as described in Fig. 6A. The bottom inset of panel A displays the ATAC-seq, ChIP-seq, and RNA-seq signals on a randomly chosen genomic region (Chr19:52,980,000–53,250,000). The peak identifiers are identical to those found in Supplementary Files 1 and 2. The Y-axis values indicate the mean of normalized reads per 10 bp (normalized using BPM with bamCoverage of deepTools). **B**. Overlaps between gene lists from ATAC-seq, ChIP-seq, and RNA-seq experiments. **C**. Overlaps between genes sharing the same enriched ontology terms (i.e., GO Biological Processes, Molecular Functions or Cellular Components, KEGG Pathway, Reactome Gene Sets, WikiPathways). On the outside, each arc represents the identity of each gene list, using the same color code as indicated in the legend. On the inside, each arc represents a gene list, where each gene member of that list is assigned a spot on the arc. Dark orange color represents the genes that are shared by multiple lists and light orange color represents genes that are unique to that gene list. Purple lines link the same gene that are shared by multiple gene lists (notice a gene that appears in two gene lists will be mapped once onto each gene list, therefore, the two positions are purple linked). Blue lines link the genes, although different, fall under the same ontology term (the term has to be statistically significantly enriched and with size no larger than 100). The greater the number of purple links and the longer the dark orange arcs implies greater overlap among the input gene lists. Blue links indicate the amount of functional overlap among the input gene lists. **D**. Hierarchical cluster of enriched ontology terms. The heatmap cells are colored by their p-values; gray cells indicate the lack of enrichment for that term in the corresponding gene list

In WT and *Dido1*ΔE16 LSK cells, approximately 26–28% of the H3K27me3 binding sites overlap with chromatin-accessible areas in *Dido1*ΔE16 LSK cells (Supplementary Table 9). The differential chromatin-accessible areas “WT(close)/MUT(open)” identified in ATAC-seq correspond to only 1% of the H3K27me3 marks (Supplementary Table 9). In contrast, as shown in Supplementary Table 10, 37% of H3K4me3 binding sites overlap with chromatin-accessible regions in WT cells, compared to 19% in *Dido1*ΔE16 LSK cells, as expected.

Large regions of repressive H3K27 methylation, alongside smaller regions of activating H3K4 methylation, constitute bivalent chromatin domains. In embryonic stem cells (ESC), these bivalent regions keep developmental genes inactive while ensuring their readiness for activation. PRC2 plays a critical role in the mechanism of bivalent gene silencing and activation by regulating chromatin accessibility [34]. Supplementary Table 11 provides a list of bivalent genes that are either upregulated or downregulated according to RNA-seq analysis.

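All 25 genes listed as upregulated in Supplementary Table 11 were found in the files. Of these, 23 passed the filter on low values and all 23 were higher in Dido1∆E16 pre-B cells, with a median log2 fold change of 1.54. At an unadjusted p under 0.05 there were 12, and 6 had an adjusted p under 0.05 adjusted over the list alone. The paper chose the list on these libraries, so this is not independent evidence. Adjusted over all transcripts, 1 passed. It was Nfkb2 (uc008hst.2, chromosome 19, 46304737 to 46312090), listed at 0 TPM in WT and at 241 and 307 in Dido1∆E16 cells (adjusted p = 0.0294 from limma). Its gene sum rose by 1.26. Runx3 (uc008vgb.1) had a TPM of 14.2 and 16.1 in WT and of 34.9 and 34.7 in Dido1∆E16 cells, a log2 fold change of 1.15 (standard error 0.17, adjusted p = 0.274). Of the 8 genes listed as downregulated, 5 were lower and 3 higher, with a median of -0.32, and none passed. Among these transcripts only Mef2d had an unadjusted p under 0.05, with a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.521). Casz1 changed by 0.23 (standard error 0.25) and Sorcs2 by 0.24 (standard error 0.13). H2-Ab1 changed by 0.084 in its main transcript. The values of single genes are those of the transcript with the highest mean TPM, which need not be the transcript that the paper measured. In the gene sums 6 of the 8 were lower, and the unadjusted p from limma was 0.0200 for Atg16l2 (-0.62), 0.0278 for H2-Ab1 (-0.38) and 0.0500 for Mef2d (-0.32).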

## Discussion

Although Dido3 is expressed ubiquitously throughout the organism and presumably has a more general role in determining chromatin structure, its significant impact on the B cell population prompted us to focus our study on this cell lineage. Speculations regarding the molecular mechanism involved have been discussed in previous studies [17, 19, 20, 20, 36, 39, 45]. Here we demonstrate that Dido3 is involved in the progression of HSC into B cell differentiation.

In B lymphopoiesis, EBF1 is the key transcription factor for B cell specification and commitment [51]. Ectopic expression of *Ebf1* in HSC directs differentiation towards the B lineage at the expense of other lineages [56]. *Ebf1*^*–/–*^ mice exhibit a developmental blockade of the B lineage at the prepro-B stage and lack mature B cells [31]. Our mouse model shows a partial arrest in B cell development at the prepro-B and pro-B stages, similar to the phenotype observed in *Ebf1*^+/–^ mice. Our RT qPCR assays indicate that *Ebf1* expression in purified *Dido1*∆E16 CLP is approximately one-third of that seen in WT CLP cells, where the specification process towards the lymphoid lineage initiates. Heterozygous deletion of *Ebf1* leads to an impaired response to IL7 *in vitro* [1], which may explain the observed stage-specific reduction in cellular expansion. The loss of Dido3 in the LSK state activates *Nanog* transcription, which negatively modulates *Ebf1*. Consequently, reduced levels of EBF1 would diminish the potential of *Dido1*∆E16 CLP cells to differentiate into the B lineage.

All canonical E proteins are crucial for lymphoid development [28], HEB (*Tcf12*) and E2-2 (*Tcf4*) are believed to contribute to the overall E protein dosage required for B cell development, as the absence of either factor results in a decrease in pro-B cell numbers without causing a clear developmental block [58]. Among the E proteins, E2A is essential for maintaining the expression of *Ebf1*, *Foxo1*, and *Pax5*, thereby supporting the B cell genetic program. In Tcf3^+/–^; Tcf12^–/–^ mice, B cell development is completely halted at the CLP stage [53]. However, it remains unclear whether this arrest is due to the absence of HEBcan, HEBalt, or both isoforms. In our study, neither isoform is entirely absent,while HEBcan levels are normal, HEBalt levels in *Dido1*∆E16 prepro-B cells drop to 10% of those in WT, indicating a potentially uncharacterized function for this isoform. Lack of E2A function leads to an inability to rearrange *Igh* gene segments, a deficiency that can be rescued with a single dose of E2A [5]. Although it is yet to be determined if this effect is dose-dependent, it may account for our findings in *Dido1*∆E16 pre-B cells, where a significant number of RNA reads correspond to the segment between D and J fragments, which was efficiently deleted in WT samples.

We found significant association between the transcriptional alterations in *Dido1*∆E16 cells and several PRC2 targets, as well as genes marked by H3K27me3 epigenetic modifications. This suggests that Dido3 plays a role in regulating specific PRC2 activity within the B cell lineage. Additionally, the loss of EZH2 is known to impair distal VH–DJH rearrangement and *Igh* locus contraction [47], indicating a preference for using proximal V fragments in our model, which supports the idea that Dido3 coordinates with PRC2.

Previously, we have demonstrated differential expression of the DIDO isoforms in myeloproliferative disorders (MPD) [15]. Other studies have indicated that BCR-ABL1 translocation (Philadelphia chromosome,Ph) in chronic myelocytic leukemia (CML) may modulate *DIDO1* expression in a JAK2V617F-independent manner [9] [10]. Multiple signaling pathway disorders and genetic abnormalities associated with Ph are crucial for the development of various leukemia types. However, the reasons why MPD specifically evolve into CML, acute myeloid leukemia, acute leukemia leukocytosis, or mixed-phenotype acute leukemia remain unclear. BCR-ABL1 kinase hyperactivity activates signaling pathways and disrupts cellular processes [30], [46], with hyperactivation of these pathways confirmed in CML and acute lymphoblastic leukemia (ALL) mouse models. BCR-ABL1 primarily channels activity through the JAK/STAT and PI3K/AKT/mTOR pathways, as well as CCAAT/enhancer-binding proteins (C/EBP), which regulate normal myelopoiesis and myeloid disorders [27].

Our Gene Ontology analysis of RNA-seq data revealed that in cells lacking Dido3, the expression of components from PI3K/mTOR and JAK/STAT pathway, along with *Cebpb*, is transcriptionally affected. Furthermore, statistical analysis of DNA methylation indicated that target genes of NANOG [50], Polycomb-group target genes, and/or genes with an AACTTT promoter motif exhibit a methylation profile suggesting a predisposition to cancer development, such as pancreatic ductal adenocarcinoma [23]. This profile has also been linked to the promoter of *MEF2C* and is enriched at the promoters of genes involved in neurodevelopment [35]. Notably, this finding could correlate with the abnormal brain development observed in *Dido1* mutant mice [52].

## Conclusions

In summary, our data provide evidence of the critical involvement of Dido3, a reader of histone post-translational modifications (PTM), in several processes of bone marrow hematopoiesis, including cell cycle progression, apoptosis, and differentiation. Dido3 deficiency is associated with alterations in DNA accessibility and transcriptional defects in major B cell differentiation master regulators. This association seems to be related, at least in part, to the relationship of Dido3 with PRC2 and NANOG. The association between transcriptional alterations in *Dido1*∆E16 cells and PRC2 targets suggests that Dido3 may regulate PRC2 activity within the B cell lineage, influencing critical chromatin accessibility and gene expression patterns. This, together with its effect on the expression of NANOG suggests a potential predisposition to cancer development, highlighting the potential oncogenic implications of Dido3 dysregulation. Remaining open questions include the DNA methylation and the overall histone PTM landscape in Dido3-deficient cells, as well as the consequences of Dido3 deficiency in peripheral B cell differentiation, although our findings already support the multifaceted role of Dido3 in B cell development and its broader implications in immune system development and hematopoietic cancer biology.

## Supplementary Information

Additional file1

Additional file2

Additional file3

Additional file4

Additional file5

Additional file6

Additional file7

Additional file8

Additional file9

Additional file10

Additional file11

Additional file12

Additional file13

Additional file14 (XLSX 111 KB)—ChIP-seq annotations

Additional file15 (XLSX 872 KB)—ATAC-seq annotations

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request. Additional materials related to this study are also available upon request. ATAC-seq and RNA-seq data are deposited in the Gene Expression Omnibus database under accession code GSE157228, while ChIP-seq data can be accessed under accession code GSE272156.

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 1 — Additional file1

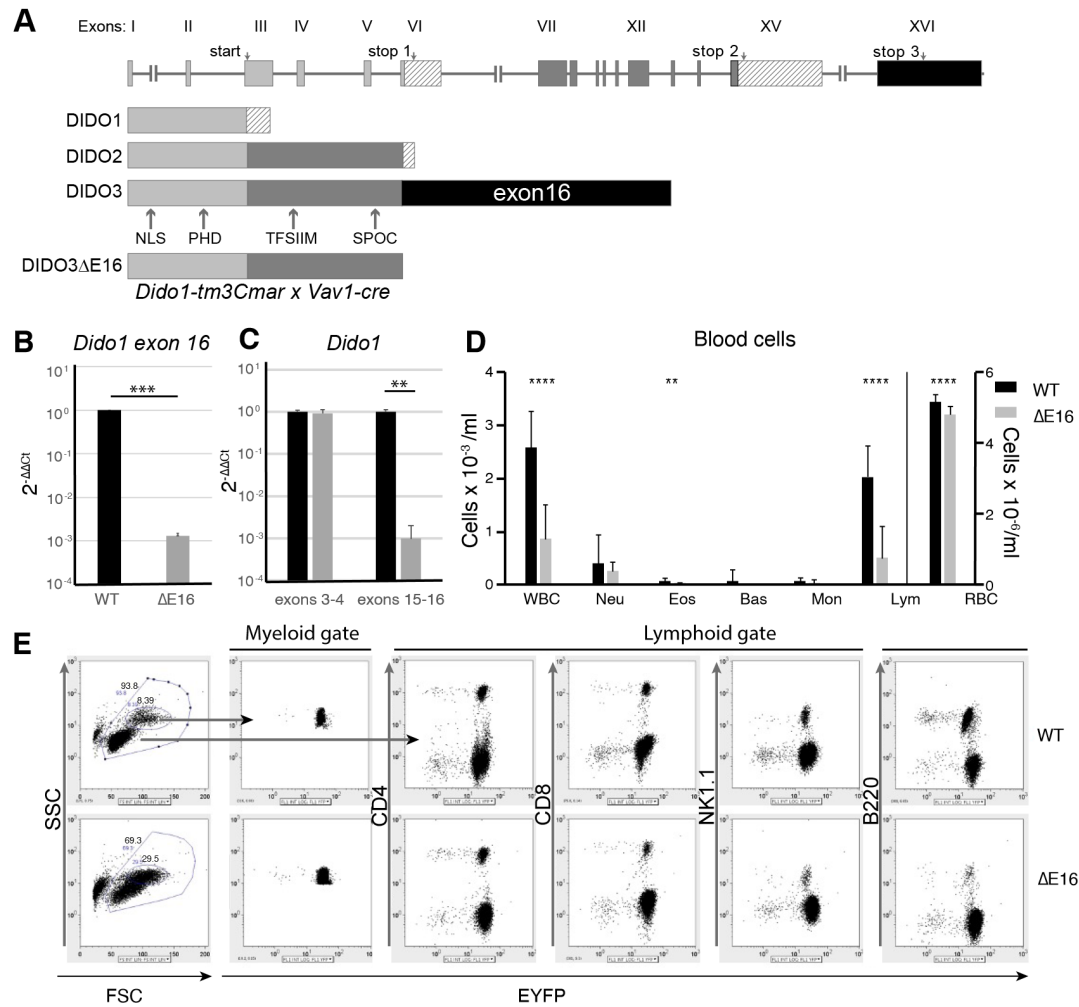

**Supplementary figure 1.** Deletion of *Dido1* exon 16 in hematopoietic lineage. **A.** *Dido1* gene structure and *Dido* protein isoforms, and their domains in WT and conditional *Dido1*ΔE16 mutants; NLS nuclear location signal, PHD plant homeodomain, TFSIIM transcription elongation factor S-II subunit M, SPOC *Spen* paralog and ortholog module. **B.** Real-time qPCR of genomic DNA from bone marrow *lin*<sup>-</sup> cells, normalized by  $\Delta\Delta C_t$  to *Ins* (internal control) and WT *Dido1* exon 16 (internal reference), *n*=4. **C.** Real-time TaqMan® qPCR of RNA from prepro-B cells, using exon-specific probes common to three *DIDO* isoforms (exons 2-3 boundary, probe Mm01215088\_m1, Thermo Fisher Scientific Inc.) and specific for *Dido3* (exons 15-16 boundary, probe Mm01215087\_m1, Thermo Fisher Scientific Inc.), normalized by  $\Delta\Delta C_t$  with respect to *β-actin* and *Gapdh* (internal controls) and WT *Dido1* (internal reference), *n*=3. **D.** Complete blood count in WT (*n* = 18) and *Dido1*ΔE16 (*n* = 8) mice. Each column shows the mean number of total leukocytes (WBC), neutrophils (Neu), eosinophils (Eos), basophils (Bas), monocytes (Mon), lymphocytes (Lym) and erythrocytes/reticulocytes (RBC). **E.** Flow cytometry analysis of peripheral blood WBC from WT (top row) and *Dido1*ΔE16 (bottom row) mice, showing cells that express EYFP as reporter of recombinase activity and *Dido1* exon 16 deletion. Left to right: Forward/Side Scatter (FSC/SSC) profile and the EYFP reporter expression in the myeloid gate and in CD4<sup>+</sup>, CD8<sup>+</sup>, NK1.1<sup>+</sup> and B220<sup>+</sup> cells. In **B**, **C** and **D**, t-test \*\*\*\* *p* < 0.0001, \*\*\* *p* < 0.001, \*\* *p* < 0.01. Bars indicate the standard deviation (B, C) or the standard error of the mean (D).

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 2 — Additional file2

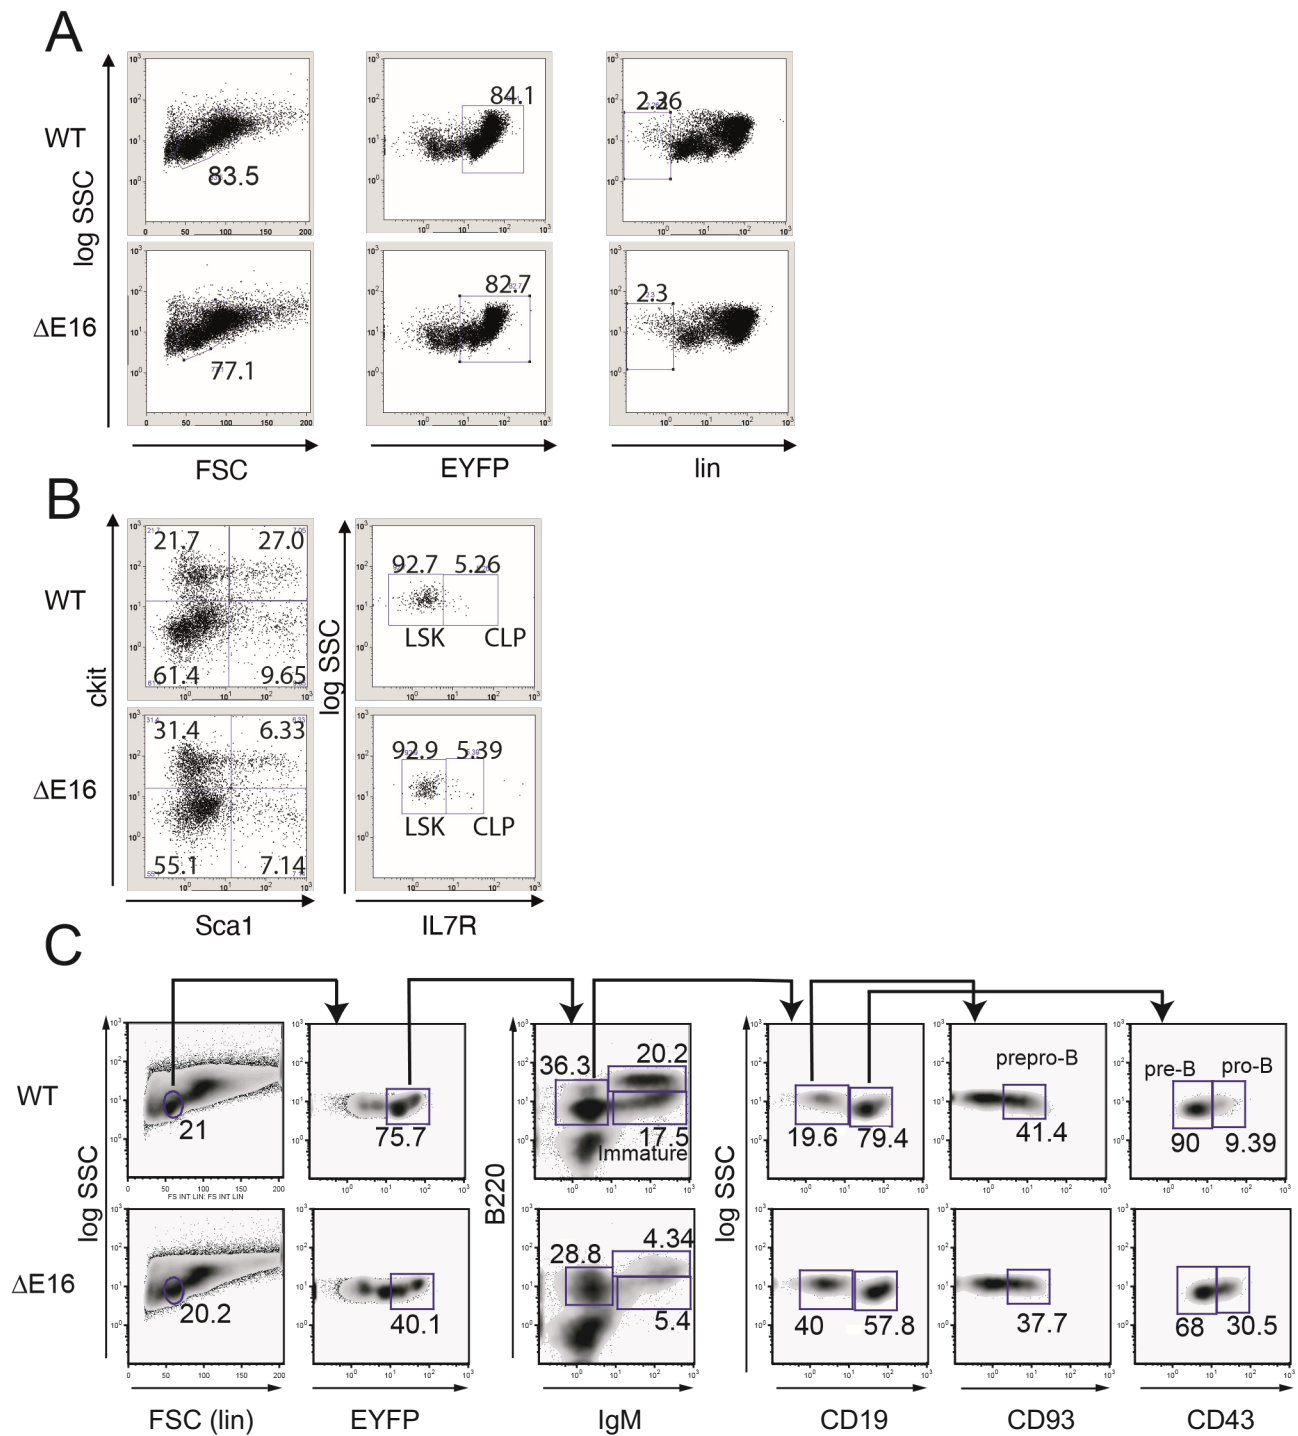

**Supplementary Figure 2. Characterization strategy by flow cytometry for lymphoid progenitor populations in mouse bone marrow.** **A.** Forward/side scatter (FSC/SSC) plot of total cells in WT and *Dido1*ΔE16 mice and EYFP<sup>+</sup> cells. **B.** Within EYFP<sup>+</sup> cells, lin<sup>-</sup> (Gr1<sup>-</sup> Ter119<sup>-</sup> CD11b<sup>-</sup> CD3<sup>-</sup> B220<sup>-</sup>) were analyzed for Sca1, cKit, and IL7R expression to characterize LSK (Sca1<sup>+</sup> cKit<sup>+</sup> IL7R<sup>-</sup>) and CLP (Sca1<sup>+</sup> cKit<sup>+</sup> IL7R<sup>+</sup>) populations. **C.** Forward/side scatter (FSC/SSC) plot of total cells in WT and *Dido1*ΔE16 mice and EYFP<sup>+</sup> cells. EYFP<sup>+</sup> cells were gated by IgM and B220 markers to distinguish populations of mature EYFP<sup>+</sup> B220<sup>+</sup> IgM<sup>high</sup> cells and immature EYFP<sup>+</sup> B220<sup>+</sup> IgM<sup>low</sup> cells. Of the EYFP<sup>+</sup> B220<sup>+</sup> IgM<sup>-</sup> subpopulation, prepro-B cells were identified as CD19<sup>-</sup> CD93<sup>+</sup>, pre-B as CD19<sup>+</sup> CD43<sup>-</sup>, and pro-B as CD19<sup>+</sup> CD43<sup>+</sup>.

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 3 — Additional file3

## Supplementary Table 1

**GSEA analysis of ATAC-seq data.** GSEA analysis showing gensets from the full C2 collection (4762 gene sets) showing overlap with genes whose promoter have limited accessibility in Dido3-deficient hematopoietic stem cells, as identified by ATAC-seq. 50 genesets with lower false discovery rate (FDR) are listed.

| Overlap Results.                             |                         |                                                                                                                                                                                                                                                                                 |                        |        |          |             |
|----------------------------------------------|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|--------|----------|-------------|
| <b>Collection: C2 ("Curated genesets")</b>   |                         | <b>50</b>                                                                                                                                                                                                                                                                       |                        |        |          |             |
| # overlaps shown:                            |                         | <b>4762</b>                                                                                                                                                                                                                                                                     |                        |        |          |             |
| # genesets in collections:                   |                         | <b>1098</b>                                                                                                                                                                                                                                                                     |                        |        |          |             |
| genes in comparison:                         |                         | <b>45956</b>                                                                                                                                                                                                                                                                    |                        |        |          |             |
| genes in universe:                           |                         |                                                                                                                                                                                                                                                                                 |                        |        |          |             |
| Gene Set Name                                | # Genes in Gene Set (K) | Description                                                                                                                                                                                                                                                                     | # Genes in Overlap (k) | k/K    | p-value  | FDR q-value |
| MEISSNER_BRAIN_HCP_WITH_H3K4ME3_AND_H3K27ME3 | 1069                    | H3 dimethylation at K4 (H3K4me2) and trimethylation at K27 (H3K27me3) in brain.                                                                                                                                                                                                 | 135                    | 0,1263 | 2,66E-57 | 1,27E-53    |
| BENPORATH_ES_WITH_H3K27ME3                   | 1118                    | (H3K27me3) mark in their promoters in human embryonic stem cells, as identified by ChIP on chip.                                                                                                                                                                                | 113                    | 0,1011 | 1,99E-38 | 4,74E-35    |
| CHEN_METABOLIC_SYNDROM_NETWORK               | 1210                    | (MEMN) claimed to have a causal relationship with the metabolic syndrom traits.                                                                                                                                                                                                 | 111                    | 0,0917 | 6,59E-34 | 1,05E-30    |
| BENPORATH_EED_TARGETS                        | 1062                    | The Polycomb protein EED [GeneID=8726] in human embryonic stem cells.                                                                                                                                                                                                           | 103                    | 0,097  | 1,61E-33 | 1,91E-30    |
| PEREZ_TP53_TARGETS                           | 1174                    | Epithelium upon expression of TP53 [GeneID=7157] off                                                                                                                                                                                                                            | 105                    | 0,0894 | 3,65E-31 | 3,47E-28    |
| BENPORATH_SUZ12_TARGETS                      | 1038                    | Of the Polycomb protein SUZ12 [GeneID=23512] in human embryonic stem cells.                                                                                                                                                                                                     | 98                     | 0,0944 | 5,56E-31 | 4,42E-28    |
| SCHAEFFER_PROSTATE_DEVELOPMENT_48HR_DN       | 428                     | Females exposed to the androgen dihydrotestosterone [PubChem=10635] for 48 h.                                                                                                                                                                                                   | 63                     | 0,1472 | 7,77E-31 | 5,28E-28    |
| YOSHIMURA_MAPK8_TARGETS_UP                   | 1305                    | MAPK8 [JNK1] [GeneID=5599].                                                                                                                                                                                                                                                     | 107                    | 0,082  | 1,42E-28 | 8,46E-26    |
| NUYTEN_EZH2_TARGETS_UP                       | 1037                    | Knockdown of EZH2 [GeneID=2146] by RNAi.                                                                                                                                                                                                                                        | 94                     | 0,0906 | 2,12E-28 | 1,12E-25    |
| BLALOCK_ALZHEIMERS_DISEASE_UP                | 1691                    | Disease.                                                                                                                                                                                                                                                                        | 123                    | 0,0727 | 5,72E-28 | 2,73E-25    |
| WONG_ADULT_TISSUE_STEM_MODULE                | 721                     | Regulated in a compendium of adult tissue stem cells.                                                                                                                                                                                                                           | 76                     | 0,1054 | 3,21E-27 | 1,39E-24    |
| MEISSNER_NPC_HCP_WITH_H3K4ME2                | 491                     | H3 dimethylation mark at K4 (H3K4me2) in neural precursor cells (NPC).                                                                                                                                                                                                          | 62                     | 0,1263 | 1,29E-26 | 5,12E-24    |
| CUI_TCF21_TARGETS_2_DN                       | 830                     | Isolated from TCF21 [Gene ID=6943] knockout mice.                                                                                                                                                                                                                               | 80                     | 0,0964 | 5,08E-26 | 1,86E-23    |
| LIM_MAMMARY_STEM_CELL_UP                     | 489                     | Mouse and human species.                                                                                                                                                                                                                                                        | 60                     | 0,1227 | 3,92E-25 | 1,33E-22    |
| MIKKELSEN_NPC_ICP_WITH_H3K4ME3               | 445                     | Histone H3 trimethylation mark at K4 (H3K4me3) in neural progenitor cells (NPC).                                                                                                                                                                                                | 57                     | 0,1281 | 7,01E-25 | 2,22E-22    |
| KINSEY_TARGETS_OF_EWSR1_FLI1_FUSION_DN       | 329                     | Genes down-regulated in TC71 and EWS502 cells (Ewing's sarcoma) by EWSR1-FLI1 [GeneID=2130;2314] as inferred from RNAi knockdown of this fusion protein.                                                                                                                        | 48                     | 0,1459 | 1,29E-23 | 3,83E-21    |
| SMID_BREAST_CANCER_BASAL_DN                  | 701                     | Genes down-regulated in basal subtype of breast cancer samples.                                                                                                                                                                                                                 | 69                     | 0,0984 | 4,22E-23 | 1,18E-20    |
| BENPORATH_PRC2_TARGETS                       | 652                     | Set 'PRC2 targets': Polycomb Repression Complex 2 (PRC) targets; identified by ChIP on chip on human embryonic stem cells as genes that: possess the trimethylated H3K27 mark in their promoters and are bound by SUZ12 [GeneID=23512] and EED [GeneID=8726] Polycomb proteins. | 65                     | 0,0997 | 4,00E-22 | 1,06E-19    |
| LEE_BMP2_TARGETS_UP                          | 745                     | Genes up-regulated in uterus upon knockout of BMP2 [GeneID=650].                                                                                                                                                                                                                | 69                     | 0,0926 | 1,29E-21 | 3,23E-19    |
| DODD_NASOPHARYNGEAL_CARCINOMA_UP             | 1821                    | Genes up-regulated in nasopharyngeal carcinoma (NPC) compared to the normal tissue.                                                                                                                                                                                             | 114                    | 0,0626 | 1,06E-20 | 2,52E-18    |
| GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN    | 1080                    | Genes down-regulated during differentiation of Oli-Neu cells (oligodendroglia precursor) in response to PD174265 [PubChem=4709].                                                                                                                                                | 83                     | 0,0769 | 1,45E-20 | 3,30E-18    |
| ZWANG_TRANSIENTLY_UP_BY_2ND_EGF_PULSE_ONLY   | 1725                    | Genes transiently induced only by the second pulse of EGF [GeneID =1950] in 184A1 cells (mammary epithelium).                                                                                                                                                                   | 109                    | 0,0632 | 4,04E-20 | 8,74E-18    |
| GOZGIT_ESR1_TARGETS_DN                       | 781                     | Genes down-regulated in TMX2-28 cells (breast cancer) which do not express ESR1 [GeneID=2099]) compared to the parental MCF7 cells which do.                                                                                                                                    | 68                     | 0,0871 | 7,21E-20 | 1,49E-17    |
| GRAESSMANN_APOPTOSIS_BY_DOXORUBICIN_UP       | 1142                    | Genes up-regulated in ME-A cells (breast cancer) undergoing apoptosis in response to doxorubicin [PubChem=31703].                                                                                                                                                               | 82                     | 0,0718 | 1,51E-18 | 2,99E-16    |
| SMID_BREAST_CANCER_LUMINAL_B_DN              | 564                     | Genes down-regulated in the luminal B subtype of breast cancer.                                                                                                                                                                                                                 | 55                     | 0,0975 | 1,78E-18 | 3,38E-16    |
| SMID_BREAST_CANCER_BASAL_UP                  | 648                     | Genes up-regulated in basal subtype of breast cancer samples.                                                                                                                                                                                                                   | 59                     | 0,091  | 2,63E-18 | 4,82E-16    |
| LIU_PROSTATE_CANCER_DN                       | 481                     | Genes down-regulated in prostate cancer samples.                                                                                                                                                                                                                                | 50                     | 0,104  | 4,61E-18 | 8,12E-16    |
| DURAND_STROMA_S_UP                           | 297                     | Genes up-regulated in the HSC supportive stromal cell lines.                                                                                                                                                                                                                    | 39                     | 0,1313 | 8,07E-18 | 1,37E-15    |
| YANG_BCL3_TARGETS_UP                         | 364                     | Genes up-regulated in neonatal cardiac myocytes upon knockdown of BCL3 [GeneID=602] by RNAi.                                                                                                                                                                                    | 43                     | 0,1181 | 9,24E-18 | 1,52E-15    |
| CHICAS_RB1_TARGETS_CONFLUENT                 | 567                     | Genes up-regulated in confluent IMR90 cells (fibroblast) after knockdown of RB1 [GeneID=5925] by RNAi.                                                                                                                                                                          | 54                     | 0,0952 | 1,03E-17 | 1,64E-15    |
| MEISSNER_NPC_HCP_WITH_H3_UNMETHYLATED        | 536                     | Genes with high-CpG-density promoters (HCP) that have no histone H3 methylation marks in neural precursor cells (NPC).                                                                                                                                                          | 52                     | 0,097  | 1,91E-17 | 2,88E-15    |
| MIKKELSEN_ES_ICP_WITH_H3K4ME3                | 718                     | Genes with intermediate-CpG-density (ICP) promoters bearing histone H3 K4 trimethylation mark (H3K4me3) in embryonic stem cells (ES).                                                                                                                                           | 61                     | 0,085  | 1,94E-17 | 2,88E-15    |
| PLASARI_TGFB1_TARGETS_10HR_DN                | 244                     | Genes down-regulated in MEF cells (embryonic fibroblast) upon stimulation with TGFB1 [GeneID=7040] for 10 h.                                                                                                                                                                    | 35                     | 0,1434 | 2,36E-17 | 3,40E-15    |

|                                                      |      |                                                                                                                                                                                     |     |        |          |          |
|------------------------------------------------------|------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|--------|----------|----------|
| IVANOVA_HEMATOPOIESIS_STEM_CELL_AND_PROGENITOR       | 681  | Genes in the expression cluster 'HSC and Progenitors Shared': up-regulated in hematopoietic stem cells (HSC) and progenitors from adult bone marrow and fetal liver.                | 59  | 0,0866 | 2,67E-17 | 3,74E-15 |
| NUYTEN_EZH2_TARGETS_DN                               | 1024 | Genes down-regulated in PC3 cells (prostate cancer) after knockdown of EZH2 [GeneID=2146] by RNAi.                                                                                  | 74  | 0,0723 | 5,40E-17 | 7,35E-15 |
| ZWANG_TRANSIENTLY_UP_BY_1ST_EGF_PULSE_ONLY           | 1839 | Genes transiently induced only by the first pulse of EGF [GeneID=1950] in 184A1 cells (mammary epithelium).                                                                         | 106 | 0,0576 | 8,61E-17 | 1,13E-14 |
| CREIGHTON_ENDOCRINE_THERAPY_RESISTANCE_3             | 720  | The 'group 3 set' of genes associated with acquired endocrine therapy resistance in breast tumors expressing ESR1 and ERBB2 [GeneID=2099;2064].                                     | 60  | 0,0833 | 8,75E-17 | 1,13E-14 |
| MCBRYAN_PUBERTAL_BREAST_4_5WK_UP                     | 271  | Genes up-regulated during pubertal mammary gland development between week 4 and 5.                                                                                                  | 36  | 0,1328 | 1,02E-16 | 1,27E-14 |
| ONDER_CDH1_TARGETS_2_DN                              | 464  | Genes down-regulated in HMLE cells (immortalized non-transformed mammary epithelium) after E-cadherin (CDH1) [GeneID=999] knockdown by RNAi.                                        | 47  | 0,1013 | 1,28E-16 | 1,56E-14 |
| LINDGREN_BLADDER_CANCER_CLUSTER_2B                   | 392  | Genes specifically up-regulated in Cluster IIb of urothelial cell carcinoma (UCC) tumors.                                                                                           | 43  | 0,1097 | 1,43E-16 | 1,71E-14 |
| GRYDER_PAX3FOXO1_ENHANCERS_IN_TADS                   | 975  | Expressed genes (FPKM>1) associated with high-confidence PAX3-FOXO1 sites with enhancers in primary tumors and cell lines, restricted to those within topological domain boundaries | 71  | 0,0728 | 1,60E-16 | 1,86E-14 |
| RIGGI_EWING_SARCOMA_PROGENITOR_UP                    | 430  | Genes up-regulated in mesenchymal stem cells (MSC) engineered to express EWS-FLI1 [GeneID=2130;2321] fusion protein.                                                                | 45  | 0,1047 | 1,68E-16 | 1,90E-14 |
| WEST_ADRENOCTOCORTICAL_TUMOR_DN                      | 546  | Down-regulated genes in pediatric adrenocortical tumors (ACT) compared to the normal tissue.                                                                                        | 51  | 0,0934 | 1,87E-16 | 2,08E-14 |
| NABA_MATRISOME                                       | 1028 | Ensemble of genes encoding extracellular matrix and extracellular matrix-associated proteins                                                                                        | 73  | 0,071  | 2,22E-16 | 2,41E-14 |
| BAELDE_DIABETIC_NEPHROPATHY_DN                       | 434  | Genes down-regulated in glomeruli of kidneys from patients with diabetic nephropathy (type 2 diabetes mellitus).                                                                    | 45  | 0,1037 | 2,38E-16 | 2,52E-14 |
| RODRIGUES_THYROID_CARCINOMA_POORLY_DIFFERENTIATED_DN | 805  | Genes down-regulated in poorly differentiated thyroid carcinoma (PDTC) compared to normal thyroid tissue.                                                                           | 63  | 0,0783 | 2,97E-16 | 3,07E-14 |
| BLALOCK_ALZHEIMERS_DISEASE_DN                        | 1237 | Genes down-regulated in brain from patients with Alzheimer's disease.                                                                                                               | 81  | 0,0655 | 4,81E-16 | 4,87E-14 |
| BOQUEST_STEM_CELL_CULTURED_VS_FRESH_UP               | 425  | Genes up-regulated in cultured stromal stem cells from adipose tissue, compared to the freshly isolated cells.                                                                      | 44  | 0,1035 | 5,42E-16 | 5,37E-14 |
| ACEVEDO_FGFR1_TARGETS_IN_PROSTATE_CANCER_MODEL_DN    | 308  | Genes down-regulated during prostate cancer progression in the JOCK1 model due to inducible activation of FGFR1 [GeneID=2260] gene in prostate.                                     | 37  | 0,1201 | 1,04E-15 | 1,01E-13 |
| BONOME_OVARIAN_CANCER_SURVIVAL_SUBOPTIMAL_DEBULKING  | 510  | Genes whose expression in sub optimally debulked ovarian tumors is associated with survival prognosis.                                                                              | 48  | 0,0941 | 1,08E-15 | 1,03E-13 |

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 4 — Additional file4

## Supplementary Table 2

**Differentially expressed transcripts (RNA-seq data).** Lists of up- and down-regulated genes in Dido3-deficient pre-B cells in comparison to control WT. Log2 of fold-change (logFC), log2 of counts per million (logCPM), fragments per kilobase of exon per million mapped fragments (F) and statistical significance as t-test p-value and false discovery rate (FDR) are included. Lists are limited to genes with FDR<0.05.

|                       |         |             |             |             |             |             |
|-----------------------|---------|-------------|-------------|-------------|-------------|-------------|
| ENSMUST00000156839.1  | Ttpal   | 2.198145953 | 1.565111647 | 13.85379841 | 0.000197616 | 0.045623333 |
| ENSMUST00000059341.4  | Zc2hc1c | 1.568068621 | 2.864413198 | 13.8423194  | 0.000198883 | 0.045841677 |
| ENSMUST00000005671.9  | Igf1r   | 1.049573733 | 4.43546616  | 13.83779409 | 0.000199349 | 0.045874786 |
| ENSMUST000000067458.6 | Sema5a  | 3.639412476 | 4.416924321 | 34.1782988  | 0.000204773 | 0.04689568  |
| ENSMUST00000112707.2  | Lrrc8b  | 0.770240361 | 6.244318037 | 13.7875638  | 0.00020531  | 0.046928667 |
| ENSMUST00000003561.9  | Phyhip  | 2.096810671 | 1.721291854 | 13.77959715 | 0.000205576 | 0.046928667 |
| ENSMUST00000135091.1  | Mtin    | 1.405864455 | 3.247832623 | 13.75955962 | 0.000207781 | 0.047280357 |
| ENSMUST00000053078.4  | Map10   | 1.113478994 | 4.180729456 | 13.75524674 | 0.000208258 | 0.047313452 |
| ENSMUST00000231574.1  | Gm2792  | 0.953075215 | 4.927914037 | 13.72149338 | 0.000212034 | 0.048009217 |
| ENSMUST00000053686.8  | Uck2    | 0.790459387 | 6.064749939 | 13.71885993 | 0.000212332 | 0.048009217 |
| ENSMUST00000119848.7  | Eme2    | 0.944359867 | 4.972499349 | 13.70129894 | 0.000214326 | 0.04830686  |
| ENSMUST00000119978.1  | Gm12671 | 0.638325412 | 7.902025085 | 13.66813018 | 0.000218145 | 0.049089967 |

| Downregulated in <i>Dido1</i> ΔE16 |             |              |             |             |          |             |
|------------------------------------|-------------|--------------|-------------|-------------|----------|-------------|
| TranscriptID                       | Symbol      | logFC        | logCPM      | F           | PValue   | FDR         |
| ENSMUST00000087517.9               | Dido1       | -6.321931699 | 6.127988892 | 360.3444673 | 2.51E-80 | 3.57E-75    |
| ENSMUST00000087543.4               | B3gat14     | -3.661303587 | 4.557737119 | 102.7008546 | 3.92E-24 | 1.86E-20    |
| ENSMUST00000060185.2               | Fndc9       | -1.953593451 | 6.973307638 | 83.07163692 | 7.94E-20 | 2.36E-16    |
| ENSMUST00000038552.12              | Coro7       | -1.869896301 | 6.500700051 | 68.86100539 | 1.06E-16 | 2.32E-13    |
| ENSMUST00000033056.4               | Pycard      | -1.883482372 | 5.753463343 | 54.41246882 | 1.63E-13 | 2.79E-10    |
| ENSMUST000000222616.1              | Gm19951     | -4.80983627  | 3.183063661 | 56.41428902 | 5.84E-12 | 8.07E-09    |
| ENSMUST00000103510.1               | Ighv-26     | -1.56806827  | 6.193893519 | 45.3781159  | 1.63E-11 | 2.07E-08    |
| ENSMUST00000154177.1               | Gm12678     | -1.655462674 | 5.889877298 | 45.31532015 | 1.68E-11 | 2.1E-08     |
| ENSMUST00000135559.7               | Iffo1       | -4.15081223  | 2.8172429   | 45.28881682 | 1.7E-11  | 2.11E-08    |
| ENSMUST00000112751.1               | Bcl2        | -2.270625247 | 4.416905344 | 44.30505812 | 5.2E-11  | 6.07E-08    |
| ENSMUST00000232755.1               | Brwd1       | -1.388856764 | 6.525235209 | 40.566014   | 1.9E-10  | 2.07E-07    |
| ENSMUST00000124462.2               | Arhgap27os3 | -1.889261018 | 4.729862382 | 37.95072549 | 7.32E-10 | 6.99E-07    |
| ENSMUST00000025786.8               | Pacs1       | -1.692871768 | 5.242494037 | 37.59600881 | 8.9E-10  | 8.18E-07    |
| ENSMUST00000103328.2               | Igkv10-96   | -1.692240036 | 5.090174833 | 35.70522519 | 2.3E-09  | 1.99E-06    |
| ENSMUST00000048935.5               | DMrt3       | -2.045531931 | 4.255897118 | 34.85501199 | 3.59E-09 | 2.96E-06    |
| ENSMUST00000102600.3               | Fndc5       | -1.837701248 | 4.602258186 | 34.4097588  | 4.47E-09 | 3.62E-06    |
| ENSMUST00000159080.5               | Clec2i      | -7.983593355 | 1.558483814 | 33.37174352 | 7.62E-09 | 6.03E-06    |
| ENSMUST00000139071.7               | Iffo1       | -7.890355654 | 1.463687259 | 31.36565171 | 2.14E-08 | 1.55E-05    |
| ENSMUST00000138127.7               | Zfp318      | -4.442870304 | 1.956464378 | 29.51947886 | 5.54E-08 | 3.8E-05     |
| ENSMUST00000144920.3               | Cmas        | -2.003662183 | 3.954036653 | 29.30672633 | 6.31E-08 | 4.28E-05    |
| ENSMUST00000139806.1               | Cas21       | -2.62217115  | 3.113146752 | 28.85298785 | 7.81E-08 | 5.23E-05    |
| ENSMUST00000159745.1               | Pip4p1      | -1.716446429 | 4.448499287 | 28.85859076 | 7.82E-08 | 5.23E-05    |
| ENSMUST00000108809.7               | Trim11      | -1.328841978 | 6.363271883 | 31.2363446  | 8.09E-08 | 5.36E-05    |
| ENSMUST00000076957.6               | Zdhc8       | -1.179685888 | 6.382338265 | 28.64868403 | 8.68E-08 | 5.72E-05    |
| ENSMUST00000130486.1               | Gm15675     | -1.339694373 | 5.647834982 | 28.47516073 | 9.58E-08 | 6.23E-05    |
| ENSMUST00000117906.1               | Gm14127     | -1.420073761 | 5.320221421 | 28.24872281 | 1.07E-07 | 6.91E-05    |
| ENSMUST00000103507.1               | Ighv1-22    | -1.800719921 | 4.202435221 | 27.47968675 | 1.59E-07 | 9.84E-05    |
| ENSMUST00000103495.2               | Ighv10-3    | -1.495800386 | 4.954604049 | 27.25163869 | 1.79E-07 | 0.000110187 |
| ENSMUST00000103544.2               | Ighv1-75    | -1.464349621 | 5.054374643 | 27.18513212 | 1.85E-07 | 0.000113064 |
| ENSMUST00000192591.1               | Ighv8-8     | -1.398220873 | 5.268371238 | 26.98035366 | 2.06E-07 | 0.000123576 |
| ENSMUST00000201831.3               | Gm20559     | -1.182468775 | 6.205358653 | 26.98167247 | 2.22E-07 | 0.000131625 |
| ENSMUST00000052124.8               | Nlrc4       | -1.870336605 | 4.02341972  | 26.68329429 | 2.4E-07  | 0.00014055  |
| ENSMUST00000103526.2               | Ighv1-55    | -1.310757938 | 5.559107453 | 26.45566013 | 2.7E-07  | 0.000156834 |
| ENSMUST00000026408.6               | Gdf11       | -1.261248622 | 5.657364824 | 25.54015348 | 4.34E-07 | 0.000241657 |
| ENSMUST00000001327.10              | Itgb7       | -2.61163875  | 3.107993862 | 26.35748488 | 4.57E-07 | 0.000252715 |
| ENSMUST00000219633.1               | Icosl       | -7.525804932 | 1.161075383 | 25.31362351 | 4.9E-07  | 0.000267191 |
| ENSMUST00000057725.9               | Samhd1      | -0.792015264 | 9.539454369 | 24.98671412 | 5.77E-07 | 0.000310391 |
| ENSMUST00000171330.6               | Slamf6      | -1.13563657  | 6.058165089 | 24.0025037  | 9.62E-07 | 0.000493113 |
| ENSMUST00000124485.7               | Fam129c     | -1.066469298 | 6.676448923 | 24.608023   | 9.92E-07 | 0.000504511 |
| ENSMUST00000030417.9               | Cdc42       | -1.590191046 | 4.399796876 | 23.90182956 | 1.21E-06 | 0.000602967 |
| ENSMUST00000035218.8               | Nckipsd     | -1.283554478 | 5.317747107 | 23.40961893 | 1.31E-06 | 0.000645474 |
| ENSMUST00000136582.1               | Dpm1        | -1.543326311 | 4.409283137 | 23.36333687 | 1.34E-06 | 0.000656648 |
| ENSMUST00000103515.1               | Ighv1-39    | -1.547760676 | 4.378250288 | 23.00184139 | 1.62E-06 | 0.000781701 |

|                       |           |              |             |             |             |             |
|-----------------------|-----------|--------------|-------------|-------------|-------------|-------------|
| ENSMUST00000120267.8  | Atg16l2   | -0.927330632 | 5.944811642 | 15.76609552 | 7.17E-05    | 0.020061185 |
| ENSMUST00000161705.2  | Mcoln1    | -1.22439226  | 4.453059577 | 15.67899419 | 7.51E-05    | 0.020896092 |
| ENSMUST00000173103.1  | H2-Ab1    | -1.822872128 | 3.052427033 | 15.58433112 | 7.92E-05    | 0.021770549 |
| ENSMUST00000070720.7  | Sorcs2    | -1.316907882 | 4.181814742 | 15.51468541 | 8.19E-05    | 0.022385759 |
| ENSMUST00000219038.1  | Icosl     | -3.030945151 | 1.624124969 | 15.22695931 | 9.53E-05    | 0.025528804 |
| ENSMUST00000164035.7  | Arid3b    | -1.747583514 | 3.159753895 | 15.22848471 | 9.53E-05    | 0.025528804 |
| ENSMUST00000140896.1  | Coro1a    | -1.402439401 | 3.905593784 | 15.2313424  | 9.66E-05    | 0.025761121 |
| ENSMUST00000103548.2  | Ighv1_81  | -1.022871062 | 5.272466495 | 15.10425623 | 0.000101745 | 0.027039536 |
| ENSMUST00000037913.8  | Rmi2      | -0.853572767 | 6.324823147 | 15.08240218 | 0.000106569 | 0.028268881 |
| ENSMUST00000195325.1  | Ighv1_2   | -1.506154793 | 3.650215269 | 14.99575642 | 0.000107765 | 0.028480012 |
| ENSMUST00000123602.1  | Dctn5     | -1.632783615 | 3.336595336 | 14.90422859 | 0.000113244 | 0.029712636 |
| ENSMUST00000200926.1  | Nabp2l1   | -2.27234845  | 2.326272308 | 14.88002122 | 0.000114583 | 0.029948313 |
| ENSMUST00000117892.1  | Slc48a1   | -0.771435071 | 6.987704437 | 14.85486262 | 0.000116121 | 0.030184274 |
| ENSMUST00000035842.6  | Rassf1    | -0.654480122 | 8.580568303 | 14.80443381 | 0.000119268 | 0.030611202 |
| ENSMUST00000204885.1  | Hnrnpa2b1 | -0.994640097 | 5.339542027 | 14.72942994 | 0.000124107 | 0.031625416 |
| ENSMUST00000113481.8  | Zfp318    | -0.799788028 | 6.608211956 | 14.71730276 | 0.000125115 | 0.031825347 |
| ENSMUST00000103384.1  | Igkv8_24  | -1.313846169 | 4.059313433 | 14.53626051 | 0.000137502 | 0.034362495 |
| ENSMUST00000207327.1  | Fcer2a    | -3.283156331 | 1.372850445 | 14.44130764 | 0.000145658 | 0.035958993 |
| ENSMUST00000072729.9  | Ms4a4c    | -2.331771874 | 2.251738081 | 14.33233054 | 0.000158196 | 0.038586161 |
| ENSMUST00000119728.1  | Npm3-ps1  | -0.924176794 | 5.638522107 | 14.15437794 | 0.000168422 | 0.040274585 |
| ENSMUST00000001455.12 | Mef2d     | -0.595348928 | 9.43343979  | 14.15338483 | 0.000168511 | 0.040274585 |
| ENSMUST00000172057.7  | Ralgps2   | -0.67314841  | 8.049282892 | 14.1192891  | 0.000171592 | 0.040942466 |
| ENSMUST00000186927.1  | Ly6e      | -1.186612293 | 4.339905695 | 13.99950832 | 0.000182937 | 0.04321498  |
| ENSMUST00000192106.1  | Gm8146    | -1.425706995 | 3.686588118 | 13.98002222 | 0.000184781 | 0.043462699 |
| ENSMUST00000150208.7  | Napa      | -1.487700985 | 3.537511902 | 13.9375477  | 0.000190788 | 0.044299427 |

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 5 — Additional file5

## Supplementary Table 3

**Differentially expressed Ighv (variable) regions in pre-B cells (RNA-seq data).** Lists of up- and down-regulated fragments of *Igh*, *Igl* and *Igk* genes in Dido3-deficient pre-B cells in comparison to control WT, ordered by false discovery rate (FDR). Log2 fold-change of expression between conditions being tested (logFC), log2 of counts per million, the average taken over all libraries (logCPM), likelihood ratio statistics. (LR) and statistical significance as p-value and false discovery rate using Benjamini-Hochberg correction (FDR) are included.

| Ensembl Gene ID_Gene symbol)     | logFC        | logCPM     | LR         | PValue     | FDR        |
|----------------------------------|--------------|------------|------------|------------|------------|
| ENSMUSG00000076613_Ighg2b        | 5.177375763  | 11.0114599 | 201.453585 | 1.01E-45   | 2.80E-43   |
| ENSMUSG00000094028_Ighd4-1       | 3.435788362  | 11.6479589 | 114.786492 | 8.76E-27   | 1.22E-24   |
| ENSMUSG00000094057_Ighd2-7       | 4.13279968   | 8.67285432 | 92.4153468 | 7.03E-22   | 6.51E-20   |
| ENSMUSG00000095897_Ighd2-5       | 2.705912053  | 9.02573405 | 60.6345883 | 6.87E-15   | 4.78E-13   |
| ENSMUSG00000095444_Ighd2-4       | 2.203923512  | 9.67438993 | 54.5985616 | 1.48E-13   | 8.22E-12   |
| ENSMUSG00000076630_Ighd1-1       | 1.793919186  | 11.253159  | 30.6397651 | 3.11E-08   | 1.44E-06   |
| ENSMUSG00000096568_Ighd2-3       | 1.798574118  | 9.51005007 | 29.510394  | 5.56E-08   | 2.21E-06   |
| ENSMUSG00000096150_Ighv1-85      | 2.001683257  | 8.37291067 | 21.7637665 | 3.08E-06   | 0.00010716 |
| ENSMUSG00000093955_Ighv1-34      | -1.683806396 | 8.63910452 | 20.0707275 | 7.46E-06   | 0.00023052 |
| ENSMUSG00000076633_Ighv5-2       | 1.149102373  | 10.7760075 | 18.7699476 | 1.47E-05   | 0.00040997 |
| ENSMUSG00000096464_Ighv2-2       | 1.196086747  | 11.7479314 | 17.8036236 | 2.45E-05   | 0.00061897 |
| ENSMUSG00000094117_Igkv3-12      | 1.177994346  | 11.2784643 | 16.1877401 | 5.74E-05   | 0.00132894 |
| ENSMUSG00000095416_Ighv1-12      | -1.180049493 | 9.75657498 | 15.9939    | 6.35E-05   | 0.00135893 |
| ENSMUSG000000103439_Gm7019       | 1.111729657  | 12.0007745 | 15.0978134 | 0.00010208 | 0.00202705 |
| ENSMUSG00000095130_Ighv1-39      | -1.073056122 | 10.0470355 | 14.7446491 | 0.0001231  | 0.00228139 |
| ENSMUSG000000105630_Gm42543      | 1.958377857  | 7.62244402 | 13.8997266 | 0.00019283 | 0.00331427 |
| ENSMUSG00000094051_Ighv1-36      | -1.729868909 | 8.40680503 | 13.7040139 | 0.000214   | 0.00331427 |
| ENSMUSG00000076620_Ighj2         | 1.173126641  | 9.80407887 | 13.6987894 | 0.00021459 | 0.00331427 |
| ENSMUSG00000094561_Ighv1-22      | -0.968802278 | 10.0309777 | 11.9406639 | 0.00054922 | 0.00803594 |
| ENSMUSG00000076531_Igkv4-92      | 0.947768886  | 9.64418052 | 11.4133208 | 0.00072919 | 0.01013579 |
| ENSMUSG00000094940_Ighv1-84      | -1.569747231 | 7.86347906 | 11.0600177 | 0.00088209 | 0.01167723 |
| ENSMUSG00000076598_Igkv3-7       | 0.974039758  | 11.8250008 | 10.7807443 | 0.00102561 | 0.01296004 |
| ENSMUSG00000096074_Ighv1-72      | 1.078454326  | 9.63555533 | 10.0677939 | 0.00150884 | 0.01823723 |
| ENSMUSG00000095866_Ighv2-4       | 0.955057938  | 9.2066517  | 9.66627868 | 0.00187681 | 0.02173973 |
| ENSMUSG00000096649_Ighv1-31      | -1.603278868 | 7.74617826 | 9.53362458 | 0.00201741 | 0.02243363 |
| ENSMUSG00000094652_Ighv1-42      | -0.975189499 | 9.26275221 | 9.32514755 | 0.0022603  | 0.02379573 |
| ENSMUSG00000076695_Ighv1-18      | -0.92584829  | 10.3922373 | 9.2754911  | 0.0023224  | 0.02379573 |
| ENSMUSG00000095863_Ighv1-67      | -1.144229293 | 8.51612379 | 9.21783174 | 0.00239669 | 0.02379573 |
| ENSMUSG00000093896_Ighv1-76      | -0.834787482 | 10.7236013 | 8.36705245 | 0.00382085 | 0.03662744 |
| ENSMUSG00000094546_Ighv1-26      | -0.911194794 | 11.9062431 | 8.2095574  | 0.00416703 | 0.03857043 |
| ENSMUSG000000106124_Gm42539      | 1.869388279  | 6.46688357 | 8.15214777 | 0.00430102 | 0.03857043 |
| ENSMUSG000000103537_Gm37838      | 1.567022347  | 6.59522279 | 7.97100381 | 0.00475326 | 0.04129392 |
| ENSMUSG00000094694_Ighv1-9       | -0.759644961 | 11.0040389 | 7.40626887 | 0.0064997  | 0.05475503 |
| ENSMUSG00000094951_Ighv5-6       | 0.726667156  | 11.0872131 | 7.30006217 | 0.00689522 | 0.05490461 |
| ENSMUSG00000095700_Ighv10-3      | -0.783609818 | 10.5656279 | 7.29557865 | 0.00691245 | 0.05490461 |
| ENSMUSG00000095612_Ighv5-4       | 0.74439873   | 11.5734534 | 7.11169352 | 0.00765827 | 0.05913888 |
| ENSMUSG00000000001_Gm30996       | 2.102964555  | 4.81116565 | 6.75350437 | 0.00935637 | 0.07029924 |
| ENSMUSG000000103297_Ighv3-2      | -1.472817484 | 7.33039719 | 6.6933679  | 0.00967722 | 0.07079652 |
| ENSMUSG000000104760_Igkv3-8      | 1.658945266  | 5.00512581 | 6.47040267 | 0.01096857 | 0.0781862  |
| ENSMUSG000000102942_Ighv1-33     | -2.126420546 | 3.91093715 | 6.39753437 | 0.0114279  | 0.07942388 |
| ENSMUSG00000094533_Ighv11-1      | -1.669326819 | 5.8759403  | 6.31963143 | 0.01194084 | 0.08005876 |
| ENSMUSG00000076596_Igkv3-10      | 0.673171372  | 10.4226837 | 6.29685931 | 0.01209521 | 0.08005876 |
| ENSMUSG000000106098_Igkv14-118-2 | 1.495531483  | 5.31228066 | 6.05846689 | 0.01383978 | 0.08947577 |
| ENSMUSG00000076501_Igkv2-137     | 0.646926589  | 10.8553969 | 5.99636998 | 0.01433534 | 0.08980706 |
| ENSMUSG00000095197_Ighv1-59      | -0.721533304 | 9.91442933 | 5.94771485 | 0.01473638 | 0.08980706 |

|                               |              |            |            |            |            |
|-------------------------------|--------------|------------|------------|------------|------------|
| ENSMUSG00000096767_IGHV1-62-3 | -0.086999961 | 8.90785895 | 0.06591124 | 0.79738578 | 0.88669299 |
| ENSMUSG00000076619_IGHJ3      | -0.101747365 | 14.1264234 | 0.05606735 | 0.81282324 | 0.89282621 |
| ENSMUSG00000076571_IGKV5-37   | -0.144791447 | 5.6630405  | 0.05508074 | 0.81444712 | 0.89282621 |
| ENSMUSG00000095642_IGHV14-3   | -0.059290379 | 10.1187981 | 0.05482572 | 0.81486936 | 0.89282621 |
| ENSMUSG000000104742_IGKV9-128 | -0.1921414   | 4.40318622 | 0.05429723 | 0.81574769 | 0.89282621 |
| ENSMUSG00000076572_IGKV18-36  | 0.109422805  | 6.83412762 | 0.04664122 | 0.82901443 | 0.90073515 |
| ENSMUSG00000091087_IGHV8-14   | -0.185163176 | 2.99762025 | 0.046398   | 0.82945395 | 0.90073515 |
| ENSMUSG00000094872_IGKV9-120  | 0.055844358  | 11.1235654 | 0.04353472 | 0.83472167 | 0.9029285  |
| ENSMUSG00000076614_IGHG1      | -0.138190691 | 3.9784508  | 0.03993818 | 0.8416015  | 0.90497231 |
| ENSMUSG00000076536_IGKV4-86   | -0.053758181 | 9.86559969 | 0.03916523 | 0.84312168 | 0.90497231 |
| ENSMUSG00000096422_IGKV12-44  | 0.048912709  | 10.0671197 | 0.03659978 | 0.84828218 | 0.90700941 |
| ENSMUSG00000094902_IGKV10-95  | -0.049115534 | 10.055638  | 0.03466202 | 0.85230565 | 0.90781982 |
| ENSMUSG00000093861_IGKV1-110  | 0.043759949  | 10.0831495 | 0.02841619 | 0.86613407 | 0.91902776 |
| ENSMUSG000000106667_IGKV3-6   | -0.105053915 | 4.13129792 | 0.02306254 | 0.87929456 | 0.92760834 |
| ENSMUSG00000076508_IGKV17-127 | 0.03972502   | 11.4242513 | 0.02131987 | 0.88391092 | 0.92760834 |
| ENSMUSG00000076586_IGKV8-21   | 0.04034298   | 9.71480056 | 0.01913409 | 0.88998276 | 0.92760834 |
| ENSMUSG000000102901_IGHV5-1   | 0.071624359  | 6.66648494 | 0.01799088 | 0.89329972 | 0.92760834 |
| ENSMUSG000000102535_IGHV1-41  | -0.0722863   | 6.75060593 | 0.01768225 | 0.89421346 | 0.92760834 |
| ENSMUSG00000076939_IGLV3      | 0.055580193  | 13.3533477 | 0.01767294 | 0.89424114 | 0.92760834 |
| ENSMUSG000000103939_IGHV3-4   | 0.077553904  | 6.27476052 | 0.01499839 | 0.90252844 | 0.93272456 |
| ENSMUSG00000096459_IGHV9-3    | -0.029310753 | 12.2720502 | 0.00813855 | 0.92811722 | 0.95561699 |
| ENSMUSG00000095210_IGHV5-9-1  | 0.022084337  | 9.94400644 | 0.00651178 | 0.93568404 | 0.959853   |
| ENSMUSG00000076569_IGKV5-39   | -0.013586154 | 11.1590319 | 0.00255699 | 0.95967083 | 0.98084003 |
| ENSMUSG00000076545_IGKV4-72   | -0.01190012  | 9.09632534 | 0.00147271 | 0.96938801 | 0.98401258 |
| ENSMUSG000000106016_IGKV4-56  | 0.017566271  | 7.48033277 | 0.00142818 | 0.96985412 | 0.98401258 |
| ENSMUSG00000095583_IGHV14-2   | 0.006201916  | 10.4775504 | 0.00052578 | 0.98170627 | 0.98975896 |
| ENSMUSG00000076539_IGKV4-81   | 0.011010796  | 7.27230913 | 0.00047355 | 0.9826384  | 0.98975896 |
| ENSMUSG00000094930_IGKV6-25   | 0.003325808  | 9.72610993 | 0.00015357 | 0.99011252 | 0.99366989 |
| ENSMUSG00000076646_IGHV2-6-8  | -0.003638691 | 7.72934721 | 6.29E-05   | 0.99366989 | 0.99366989 |

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 6 — Additional file6

## Supplementary Table 4

ChIPseeker annotations of the H3K27me3 ChIP-seq data.

| ID      | #Peaks | Condition                       | Percentage of H3K27me3 peaks |        |        |          |            |            |              |            |                   |
|---------|--------|---------------------------------|------------------------------|--------|--------|----------|------------|------------|--------------|------------|-------------------|
|         |        |                                 | Promoter                     | 5'-UTR | 3'-UTR | 1st Exon | Other Exon | 1st Intron | Other Intron | Downstream | Distal Intergenic |
| HR45_S1 | 898    | WT (replicate 1)                | 1.89                         | 0.22   | 1.22   | 2.56     | 4.12       | 10.8       | 21.49        | 0.11       | 57.57             |
| HR60_S4 | 894    | WT (replicate 2)                | 2.01                         | 0.34   | 1.12   | 2.46     | 3.47       | 10.51      | 21.92        | -          | 58.16             |
| HR61_S5 | 1212   | WT (replicate 3)                | 1.89                         | 0.25   | 1.24   | 2.72     | 3.96       | 9.65       | 22.52        | -          | 57.76             |
| HR56_S2 | 827    | <i>Dido1</i> ΔE16 (replicate 1) | 1.57                         | 0.36   | 1.33   | 2.66     | 4.35       | 10.16      | 23.58        | -          | 55.98             |
| HR58_S3 | 1356   | <i>Dido1</i> ΔE16 (replicate 2) | 1.99                         | 0.29   | 1.4    | 2.36     | 3.69       | 10.84      | 21.75        | -          | 57.67             |
| HR62_S6 | 973    | <i>Dido1</i> ΔE16 (replicate 3) | 1.85                         | 0.31   | 1.34   | 2.36     | 4.01       | 9.97       | 23.23        | -          | 56.94             |

Numbers in columns (promoter, 5'-UTR, 3'-UTR, 1st exon, other exon, 1st intron, other intron, downstream, distal intergenic) indicate the percentage of H3K27me3 peaks overlapping each genomic region. ID: identifier of biological replicates in the GEO dataset GSE272156. #Peaks: total number of H3K27me3 peaks detected with the callpeak function in MACS version 3.0.0b3. Condition: source of the LSK cells and their biological replicates in parenthesis.

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 7 — Additional file7

## Supplementary Table 5

ChIPseeker annotations of the H3K27me3-enriched genomic regions.

Numbers in columns (promoter, 5'-UTR, 3'-UTR, 1st exon, other exon, 1st intron, other intron, downstream, distal intergenic) indicate the percentage of H3K27me3 peaks overlapping each genomic region.

<sup>(a)</sup>The complete list of genes within 1.0 kb upstream to 200 bp downstream of transcriptional start sites is available in Supplementary File section. Text in italics and underline indicates genes that were differentially expressed in the RNA-seq of the pre-B cells.

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 8 — Additional file8

## Supplementary Table 6

Summary of H3K27me3 ChIP-seq data in LSK cells.

| Study                                                                        | LSK cells                      | GEO dataset | #Peaks | H3K27me3 Ab             | Bioinformatic pipeline <sup>(a)</sup>                                                                                                 |
|------------------------------------------------------------------------------|--------------------------------|-------------|--------|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| This study                                                                   | WT (replicate 3)               | GSE272156   | 1212   | Abcam (ab195477)        | MACS3 callpeak -B --extsize 147 -g mm -q 0.05 --broad<br>--broad-cutoff 0.1 --nomodel --extsize 147<br>MACS3 bdgdiff -g 73 -l 147 (b) |
|                                                                              | <i>Dido1dE16</i> (replicate 2) | GSE272156   | 1356   |                         |                                                                                                                                       |
| Yang <i>et al.</i> Blood (2016)<br>DOI:10.1182/blood-2015-11-679431          | Ezh2-WT                        | GSM2091489  | 25541  | Millipore (07-449)      | Strand NGS Version 2.0 (Strand Genomics) with MACS method                                                                             |
|                                                                              | Ezh2-KO                        | GSM2091491  | 29626  |                         |                                                                                                                                       |
| Hasemann <i>et al.</i> PLoS Genet (2014)<br>DOI:10.1371/journal.pgen.1004079 | Cebpa-WT                       | GSM1054811  | 239    | Cell Signaling (C36B11) | MACS2 callpeak -g mm -p 0.001 --to-large                                                                                              |
|                                                                              | Cebpa-KO                       | GSM1054814  | 597    |                         |                                                                                                                                       |

<sup>(a)</sup>For more details see <https://github.com/macs3-project/MACS/wiki/Call-differential-binding-events>

# Supplementary material for: The chromatin reader Dido3 is a regulator of the gene network that controls B cell differentiation
**Source:** Cell Biosci. 2025 Apr 26;15:56. doi: 10.1186/s13578-025-01394-x
**Supplement:** Supplementary file 9 — Additional file9

## Supplementary Table 7

ChIPseeker annotations of H3K27me3 ChIP-seq data in LSK cells.

How the deposited data were processed for this re-analysis (not part of the article)

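Omni-ATAC-seq of sorted LSK cells (2 WT and 2 Dido1∆E16 libraries) and RNA-seq of sorted pre-B cells (2 WT and 2 Dido1∆E16 libraries, each from a pool of mice) were analysed. The labels give 2 ATAC-seq libraries per genotype, while the methods of the paper give 3, and the 2 labelled ones were used. ChIP-seq data were not analysed here.

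For ATAC-seq the authors aligned the reads to GRCm38/mm10 with Bowtie2 or BWA-MEM, removed duplicates with Picard, and called peaks per library with MACS2 and HOMER. ChIPseeker annotated the peaks by the authors' promoter definition. The deposited MACS2 files hold a score per peak and its width in bp, and the HOMER files hold the width and a constant score. The authors' deposited lists of differential regions, from HOMER with DESeq2, give log2 tag counts per library, a log2 fold change, p-values and adjusted p-values, the length of each region and the total of tags per library. For RNA-seq the authors aligned the reads with BWA-MEM and ran StringTie on the UCSC known genes. The deposited files hold TPM, FPKM and coverage per transcript and coverage per exon. The authors' deposited edgeR tables hold log2 fold changes, log2 abundances (logCPM), p-values and adjusted p-values, and were used only for comparison. In the authors' StringTie table, 2777 of 10957 transcripts (25.3%) are listed at 0 TPM in all 4 libraries.

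Peaks on chromosomes 1 to 19, X and Y were compared with bedtools 2.31.1. Regions counted as overlapping from 1 bp, and MACS2 peaks were used throughout, since the paper intersected MACS peaks. Regions shared by the WT libraries were ranked by their score in WT replicate 1 into 5 classes. Shares were compared with exact two-sided permutation tests. The overlap rules were tested on 1500 simulated intervals, and 4 of 4 rules found the known intervals. Genes were taken from the authors' annotation.

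The 4 RNA-seq libraries list 63753 transcripts in common. Symbols of the authors were compared with GENCODE genes that share at least 50% of the exonic bases, and 95.8% matched. Of 16372 transcripts with a mean TPM of at least 1, 15921 had a symbol. Log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 by genotype without a block, with eBayes and a trend, and Benjamini-Hochberg adjustment. A call needed an adjusted p under 0.05 and an absolute log2 fold change of at least 0.6. Gene sums add the TPM of a gene's transcripts and were fitted the same way. Igh and Igk segments were taken from block coverage of 3 composite transcripts, multiplied by each library's ratio of TPM to coverage, and replaced the composites in the fit. Immunoglobulin transcripts held 0.991% and 1.21% of the TPM in WT and 0.866% and 0.854% in Dido1∆E16 libraries. In tests on simulated data with 200 changed transcripts, 60% of those changed by 6 log2 units were called, and 4 to 5 unchanged transcripts were called at changes of 4 and 6 units. Over genes, Pearson's r of log2 values was 0.923 between the WT libraries and 0.925 between the Dido1∆E16 libraries, and from 0.888 to 0.928 between libraries of different genotypes. Genes are not independent replicates. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

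The tests, thresholds, gene sets, marker lists and alternatives were chosen before the data were examined, except where stated. The genes named are those the paper names in its ATAC-seq and RNA-seq results, in Supplementary Table 11 or among Igh and Igk segments, plus the 3 called transcripts with the largest change in each direction. The alternatives were another pseudocount (0.1), no filter on low values, median-centring, FPKM, TPM without immunoglobulin transcripts, gene sums, eBayes without a trend, the replicate number as a block, the threshold of the Fig. 4 legend, camera with an estimated correlation, fry, and leaving out each library. For peaks they were HOMER peaks, an overlap of at least 50%, the same number of best-scoring peaks, the better-scoring 50% of each list and weighting by length. Leaving out a library leaves 1 in its genotype, so those fits give values and no p.

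Cell composition of the pre-B sort was examined with 7 marker lists, by the median log2 fold change of the gene sums and the SD between the library medians. The medians were 1.52 (SD 0.49) for pro-B and large pre-B cells, -0.042 (SD 0.075) for small pre-B cells, -0.33 (SD 0.10) for mature B cells and -0.080 (SD 0.30) for plasma and switched B cells. They were 0.64 (SD 0.36) for T and NK cells, 2.13 (SD 2.15) for neutrophils and monocytes and 2.08 (SD 1.95) for erythroid cells. GSEA, gene ontology and protein network analyses of the paper were left out, since their gene set collections were not used here.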

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

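The tests of reads shared among the Serpina3 genes and of other cell types for the called transcripts, and the leave-one-out values of the marker lists were chosen after the results were seen, while the other tests in this part were set beforehand.

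Genes of pro-B and large pre-B cells stood out because the paper does not report them as a group. Their median log2 fold change in Dido1∆E16 pre-B cells was 1.52, from 1.31 to 1.97 when each library was left out. Of the 12 genes, 7 were higher in both Dido1∆E16 libraries than in both WT libraries, where chance gives 1 of 6 splits. Vpreb1 had a TPM of 108 and 40.9 in WT and of 1222 and 738 in Dido1∆E16 cells. A larger share of pro-B and large pre-B cells in the sorted gate is a candidate explanation. It would lower the genes of small pre-B cells, whose median was -0.042 over members that went both ways, and this decides nothing. A share of cells and regulation within the cells cannot be told apart, because each library is 1 bulk sample. A lower share of small pre-B cells alone would raise other lists alike, but the mature B list had a median of -0.33. The genotype itself remains an untested biological explanation. Il7r and Myc are also named by the paper, and Igll1 has a called transcript.

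Serpina3g, which the paper does not discuss, was higher in Dido1∆E16 pre-B cells, with a log2 fold change of 2.81 in its gene sum (adjusted p = 0.0478 from limma). Its TPM was 29.0 and 29.5 in WT and 227 and 197 in Dido1∆E16 cells. It was chosen after its values were seen. Reads shared with the paralogs Serpina3f and Serpina3h could raise 1 gene at the expense of another. The summed TPM of the 3 genes still rose by 2.15 log2 units, from 50.1 and 74.3 to 314 and 239, which argues against such an exchange as the whole cause. A change in the mixture of cells remains open, as does a biological effect of the genotype.

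S100a8, a neutrophil gene outside those the paper discusses, had a TPM of 2146 in Dido1∆E16 replicate 2, against 261 in Dido1∆E16 replicate 1 and 69.7 and 601 in WT replicates 1 and 2. Genes of neutrophils and monocytes had a median log2 fold change of 2.13, and of 0.46 without Dido1∆E16 replicate 2. For erythroid genes the median was 2.08, and 0.34 without that library. Hba-a1 had a TPM of 141, 437, 321 and 4008 in WT replicates 1 and 2 and Dido1∆E16 replicates 1 and 2. The WT libraries differed as well, and without WT replicate 1 the medians of the neutrophil and monocyte list and of the erythroid list were 0.83 and 1.43. Myeloid and erythroid cells in varying amounts in the sorts are a candidate explanation. All called transcripts separate both Dido1∆E16 libraries from both WT libraries. With 2 libraries against 2 the calling favours this, so it is not evidence by itself. Of 23 tested genes of the myeloid, erythroid and T cell lists, 4 were higher in both Dido1∆E16 libraries, where chance gives 3.83. Such cells are therefore unlikely to be the whole cause of the called transcripts. For differences that rest on Dido1∆E16 replicate 2, such cells and the genotype cannot be told apart, since the lists rose mostly in that library. In Dido1∆E16 replicate 1, S100a8 and Hba-a1 lay below WT replicate 2. Such cells are thus less likely where both Dido1∆E16 libraries lie beyond both WT libraries. This held for 21 of the 25 genes listed as upregulated in Supplementary Table 11, a list chosen on these libraries. It also held for the 4 marker genes above, so such cells are not excluded. The genotype remains an untested biological explanation.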

How the results depend on the processing

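The setting with transcripts above 0 in all 4 libraries, the centring of segments, the 1 kb window and the leave-one-out values of marker lists were chosen after seeing the data. Over 70 results there were 588 values under an alternative. Of these, 472 kept their direction and their side of the threshold or moved by less than the spread, 26 were weaker, 8 stronger, 59 moved and 23 reversed. Where no cause is given, the cause was not tested.

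The counts of called transcripts, 15 higher and 10 lower, changed most. They were 3 and 1 with a pseudocount of 0.1, 2 and 1 without a filter, 3 and 3 for gene sums, and 53 and 44 without a trend. With transcripts above 0 in all 4 libraries they were 0 and 1, since most called transcripts are listed at 0 in a library. At the threshold of the Fig. 4 legend they were 0 and 0, with 1507 transcripts at an unadjusted p under 0.05. Of the 25 calls, 4 remained with a pseudocount of 0.1, 3 without a filter, 21 with median-centring, 25 with FPKM, 25 without immunoglobulin transcripts and 24 without a trend. Median-centring moved the median of all tested transcripts from 0.058 to -0.057.

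With the replicate number as a replicate block the counts were 0 and 0, with 961 transcripts at an unadjusted p under 0.05. The block leaves fewer degrees of freedom. The labels and the paper give the libraries only a shared number, and the correlation of replicate differences was 0.071 across transcripts and 0.051 across genes, which are not independent replicates. Some genes still differed alike by number in both genotypes, such as S100a8 (69.7 and 601 TPM in WT, 261 and 2146 in Dido1∆E16 cells), so a shared day of sorting is not excluded.

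Among the Igh and Igk sets, the adjusted p with an estimated correlation was 0.104 for Ighv1 and Ighv8 (median -1.10), 0.453 for Igkv (median -0.43) and 0.104 for Ighd (median 1.62). With fry it was 0.236 for Igkv. Across the fits that each left out 1 library, the Ighd median ran from 1.45 to 1.87, the Igkv median from -0.65 to -0.20, the Ighv2 and Ighv5 median from -0.19 to -0.0083 and the Igkj median from -0.57 to 0.10, the latter without WT replicate 2. Relative to the median of all tested segments, the medians were 0.56 for Ighv2 and Ighv5, -0.45 for Ighv1 and Ighv8, 0.23 for Igkv, 0.41 for Igkj, 2.27 for Ighd and 0.42 for Ighj. On that scale Ighg2b was at 5.18.

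The block coverage of Ighg2b passed an adjusted p of 0.05 with median-centring (4.41, adjusted p = 0.0342), FPKM (4.30, adjusted p = 0.0402), the fit of gene sums (4.52, adjusted p = 0.0374) and transcripts above 0 in all 4 libraries (4.52, adjusted p = 0.0447). Its log2 fold change ran from 4.31 to 4.74 across the fits that each left out 1 library. The TPM sum of Ighg2b, without the composite entries, did not pass (4.56, adjusted p = 0.240). The Dido1 transcript with exon 16 fell by 1.01, while the gene sum rose by 0.89, because the sum includes the transcript that ends before exon 16.

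With median-centring the log2 fold change was -0.026 for Aebp2, -0.054 for Jarid2 and -0.031 for H2-Ab1. Across the fits that each left out 1 library, Aebp2 ran from -0.19 (without WT replicate 2) to 0.37, Suz12 from -0.50 to 0.38 (without WT replicate 1) and H2-Ab1 from -0.35 (without WT replicate 2) to 0.51. Aebp2 was also reversed without Dido1∆E16 replicate 2 (-0.036), and Suz12 without Dido1∆E16 replicate 1 (0.0043). With gene sums they were -0.38 for H2-Ab1, -0.14 for Ypel3 and -0.027 for Arpc2. For named genes and segments, 22 other values were weaker, 4 stronger and 10 moved. In Supplementary Table 11, all 12 listed upregulated genes above 0 in all 4 libraries were higher. The downregulated genes that were lower numbered 3 without Dido1∆E16 replicate 1.

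For the genes called in RNA-seq and those with a region missing in Dido1∆E16 LSK cells, the odds ratio was 0.77 with called transcripts and 1.29 with transcripts at an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.6.

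In ATAC-seq, HOMER gave 23839 peaks in Dido1∆E16 replicate 2. With the same number of best-scoring peaks per library, the promoter share differed by 6.20 points and introns and intergenic regions by -6.41. The shared WT regions then numbered 9841, those without a Dido1∆E16 peak 1311, and Dido1∆E16 regions without a WT peak 986. With a reciprocal overlap of at least 50% the last 2 counts were 7610 and 67, and with HOMER peaks 7134 and 19. Across the comparisons that each left out 1 library, the promoter difference ran from 17.5 to 30.7 points and that of introns and intergenic regions from -28.2 to -16.1. With HOMER peaks, 6 of the 20 named genes had fewer peaks in both Dido1∆E16 libraries.

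The overlap between the callers, with at least 50% of the MACS2 peak covered, was 69.0% in WT replicate 1, 78.5% in Dido1∆E16 replicate 1 and 74.1% in Dido1∆E16 replicate 2. Counted over HOMER peaks it was 72.0% in WT replicate 2, 71.0% in Dido1∆E16 replicate 1 and 52.6% in Dido1∆E16 replicate 2. Of the authors' listed regions with Dido1∆E16 as the target, 87.2%, 95.3%, 44.1% and 65.2% had at least 50% of their length covered by a peak in WT replicates 1 and 2 and Dido1∆E16 replicates 1 and 2. With WT as the target the shares were 62.2%, 86.9%, 14.7% and 24.5%, and any overlap with a HOMER peak was found for 72.2% in Dido1∆E16 replicate 2.

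Without 1 library at a time, the small pre-B median ran from -0.14 to 0.10, the mature B median from -0.43 to -0.26, the plasma and switched B median from -0.42 to 0.32 and the T and NK median from 0.20 to 0.84. The small pre-B median was 0.0039 without WT replicate 1, 0.098 without WT replicate 2 and 0.046 without Dido1∆E16 replicate 1. The plasma and switched B median was 0.32 without WT replicate 2 and 0.24 without Dido1∆E16 replicate 1.

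In simulated data with 2 libraries per genotype, this fit of log2(TPM + 1) with a trend called 0% of the transcripts changed by 2 log2 units. Other fits were not tested on simulated data.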

Differences from the paper's values

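No test in this part was chosen after a result was seen, but the centring of segments and the 1 kb window were added settings, chosen after seeing the values.

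The paper gives 346 genes upregulated in Dido1∆E16 pre-B cells and 120 with higher expression in WT, and 15 and 10 transcripts were called here. None of the alternatives set before the data were examined closed these gaps. The nearest had 53 and 44, without a trend. The paper gives a log2 fold change of 2.61 for Aebp2, against 0.089 here, and none of those alternatives closed the gap. The value here is of the Aebp2 transcript with the highest mean TPM, and the gene sum changed by 0.19. The paper's text names no transcript for its value, so a different transcript may be meant.

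In the paper's Supplementary Table 3 the median log2 fold change was 0.48 for Ighv2 and Ighv5, against -0.10 here. It was -0.57 in the paper for Ighv1 and Ighv8, against -1.10 here, and 0.12 in the paper for Igkv, against -0.43 here. For Ighj it was 0.39 in the paper and -0.23 here. None of the alternatives set before the data were examined closed these 4 gaps. For Igkj the paper's median was 0.28, against -0.24 here, and the value without WT replicate 2 (0.10) closed the gap. For Ighd the paper's median was 2.00, against 1.62 here, and the gap closed without WT replicate 1 (1.87), without WT replicate 2 (1.81) and without Dido1∆E16 replicate 2 (1.84), but under no other alternative. Centring on the median of all tested segments, chosen after seeing the values, closed the gap for Ighv2 and Ighv5 (0.56), Ighv1 and Ighv8 (-0.45), Igkv (0.23), Igkj (0.41) and Ighj (0.42), but not for Ighd. Over the 205 segments in both tables, the paper's value was higher by a median of 0.57, with a median absolute deviation of 0.03 from it.

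For single segments, the paper's log2 fold change was 5.18 for Ighg2b against 4.52 here, 3.44 for Ighd4-1 against 2.82, 1.15 for Ighv5-2 against 0.56, and 1.20 for Ighv2-2 against 0.60. None of the alternatives set before the data were examined closed these gaps. Centring on the median of all tested segments, chosen after seeing the values, gave 5.18, 3.47, 1.21 and 1.25 and closed all 4.

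The paper's supplement gives 26327 regions shared by the WT libraries and 9795 shared by the Dido1∆E16 libraries, the same numbers as here. For regions shared in both genotypes it gives 9197, against 9195 here. It gives 11007 WT regions closed in Dido1∆E16 cells, against 11500 here, and 81 Dido1∆E16 regions closed in WT, against 114 here. Requiring no peak of the other genotype within 1 kb, a setting chosen after seeing the values, gave 11007 and 81.

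The paper states that the J and V regions of Igk were not significantly affected. Here the Igkv set had an adjusted p of 7.58e-17 with the preset correlation, and was not called with an estimated correlation (0.453) or fry (0.236). The paper states that proximal Igh V segments were over-represented, and 6 of 18 tested Ighv2 and Ighv5 segments were higher here, or 9 without WT replicate 2 and 4 without WT replicate 1. Relative to the median of all tested segments, a setting chosen after seeing the values, their median was 0.56. Supplementary Table 11 lists Casz1, Sorcs2 and H2-Ab1 as downregulated. Their log2 fold changes were 0.23, 0.24 and 0.084 here, in the transcript of each gene with the highest mean TPM. The gene sums changed by 0.17, 0.24 and -0.38. Supplementary Table 2 lists single transcripts of these genes, which were not matched to those here, so other transcripts may be meant. The legend of Fig. 7 describes the mice as male. Xist had a TPM of 0 and 37.3 in WT replicates 1 and 2 and of 31.6 and 36.0 in Dido1∆E16 replicates 1 and 2.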

Other observations

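The tests of sequencing depth, of listed regions outside promoters, of assignment among transcripts, of coverage of the whole Igh locus and of antibody-secreting cells were chosen after the results were seen.

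The promoter share of peaks was higher in the Dido1∆E16 libraries. If weaker peaks only fell below detection, regions of the same score would be missing alike inside and outside promoters. Regions outside promoters were missing more often in all 5 score classes, by at least 12.6 points. The score came from WT replicate 1 alone, and the highest class spanned scores from 62 to 1660. Strength was thus matched only roughly within a class, so the excess does not exclude weaker peaks falling below detection as the whole cause. The number of peaks called per library could also explain much of the difference. With equal numbers it was 6.20 points, and the Dido1∆E16 libraries differed by 6.17 points, so this explanation and the genotype cannot be told apart with 2 libraries each. Sequencing depth is unlikely to explain the lower number of peaks, since Dido1∆E16 replicate 2 held 44.6 M tags and had fewer peaks than WT replicate 1 with 10.2 M tags.

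Nearly all regions in the authors' lists are lower in Dido1∆E16 cells. A lower share of tags inside open regions in the Dido1∆E16 libraries may contribute, because it would lower strong promoters too. Of the promoter regions in the highest score class, 61.5% are listed as lower. Regions outside promoters were listed as lower more often in all 5 score classes, in 4 of them by more than 2 standard errors. In the highest class the excess was 8.14 points, which argues against a uniform loss of tags as the whole cause. A wide loss of accessibility stays open, and the genotype remains an untested biological explanation.

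For the called transcripts, assignment of reads among the transcripts of a gene is a candidate explanation, since for 15 of 25 the gene sum changed by less than 0.6 or the other way. Gene sums called after their values were seen were lower for Lamtor1, Mrpl42 and Smim11 and higher for Ndufa5, Tex45 and Serpina3g. Except for Serpina3g, their called transcripts are listed at 0 TPM in both libraries of a genotype. The gene sum changed by -4.11 for Lamtor1, -6.42 for Smim11 and 6.38 for Ndufa5. A gene sum holds only transcripts named for that gene, so it cannot exclude assignment of reads elsewhere. The genotype remains an untested biological explanation.

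The Ighv1 and Ighv8 segments were lower in Dido1∆E16 pre-B cells. Lower coverage of the whole Igh locus is unlikely to be the whole cause, as the Ighv2 and Ighv5 median was higher than that of Ighv1 and Ighv8 by 1.01 log2 units. The mixture of cell stages and the genotype remain open and untested here.

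Ighg2b was higher in both Dido1∆E16 libraries. Antibody-secreting cells in the sorted sample would bring their abundant transcripts. By TPM, only Jchain, Prdm1 and Igha of the plasma and switched B list were under 10 in WT and above 0 in a library. Of these 3 genes, 0 were higher in both Dido1∆E16 libraries. Ighg1 and Ighg3 are at 0 TPM, but the composite entries gave them a low scaled coverage. For Ighg1 it was 1.67 and 1.62 in WT and 1.05 and 0.965 in Dido1∆E16 cells. For Ighg3 it was 1.44 and 3.54 in WT and 1.58 and 0.547 in Dido1∆E16 cells. Mzb1, with a high level in WT, was higher (685 and 847 TPM in WT, 1017 and 989 in Dido1∆E16 cells). These few genes do not exclude antibody-secreting cells in the sorted sample, and switched memory B cells could also be the source. The 5 tested genes of that list other than Ighg2b had a median of -0.32, but memory cells need not raise them, so this cannot be told apart from other sources. Germline transcripts that start upstream of the Ighg2b constant exons also remain open. The files hold 0 blocks in the stretch upstream, from 113307936 to 113312935 of chromosome 12, next to the constant exons, so such transcripts could not be seen.

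Genes of the sex chromosomes differed between libraries of a genotype. Xist had a TPM of 0, 37.3, 31.6 and 36.0 and Ddx3y of 37.3, 0, 10.1 and 0 in WT replicates 1 and 2 and Dido1∆E16 replicates 1 and 2. Eif2s3y had a TPM of 120, 0, 29.3 and 0. In Dido1∆E16 replicate 1 both Xist and genes of chromosome Y were present.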
